# A role for the cholinergic neuron circadian clock in RNA metabolism and mediating neurodegeneration

**DOI:** 10.26508/lsa.202503508

**Published:** 2025-12-15

**Authors:** Sharon B Tam, Nathan J Waldeck, Matthew Wright, Jelena Mojsilovic-Petrovic, Erin M Baker, Evangelos Kiskinis, Joseph Bass, Robert G Kalb

## Abstract

Circadian clocks are encoded by a transcription-translation feedback loop that aligns physiological processes with the solar cycle. Previous work linking the circadian clock to the regulation of RNA-binding proteins (RBPs) provides a foundation for the vital examination of their mechanistic connections in the context of amyotrophic lateral sclerosis (ALS)—a fatal neurodegenerative disease commonly marked by disrupted RBP function. Here, we reveal that the spinal cord cholinergic neuron rhythmic transcriptome is enriched for genes associated with ALS and other neurodegenerative diseases. We show that there is time-of-day-dependent expression of ALS-linked RBP transcripts and rhythmic alternative splicing of genes involved in microtubule cytoskeleton organization, intracellular trafficking, and synaptic function. Through in silico analysis of RNA sequencing data from sporadic ALS patients, we find that gene expression profiles altered in disease correspond with rhythmic gene networks. Finally, we report that clock disruption through cholinergic neuron-specific deletion of clock activator BMAL1 increases neurodegeneration and drives time-of-day-dependent alternative splicing of RNA processing genes. Our results establish a role for the cholinergic neuron circadian clock in RNA metabolism and mediating neurodegeneration.

## Abstract (precis)

Amyotrophic lateral sclerosis (ALS) is a neurodegenerative disease commonly marked by disrupted RNA-binding protein function; this study investigates circadian regulation of RNA metabolism in spinal cord cholinergic neurons—the cell-type of ALS disease origin and fatality.

## Introduction

The circadian system acts as a biological timekeeper that aligns physiological energetic cycles with the day/night cycle. In mammals, the molecular clock is encoded by a transcription–translation feedback loop comprised of activators (CLOCK and BMAL1) that induce the transcription of repressors (PERs and CRYs), which feedback to inhibit the forward limb in a cycle that repeats itself every ∼24 h, with a stabilizing loop consisting of REV-ERB and ROR transcription factors that modulate BMAL1 expression (Bass, 2012). In recent decades, clock transcriptional regulation has been characterized in diverse mammalian tissues and is estimated to drive the rhythmic expression of 10–15% of all mRNAs within a given tissue (Panda et al, 2002; Lowrey & Takahashi, 2004; Vollmers et al, 2009). Intriguingly, recent studies in liver have demonstrated that most of the genes that exhibit rhythmic mRNA expression do not exhibit rhythmic expression of the corresponding intron-containing pre-mRNA, suggesting that post-transcriptional modifications play a major role in the regulation of circadian gene expression (Kojima et al, 2011; Koike et al, 2012; Menet et al, 2012; Green, 2018).

Emerging evidence points to a connection between the circadian clock and RNA processing events, such as methylation, polyadenylation, and alternative splicing (Kojima et al, 2012; Fustin et al, 2013; Marcheva et al, 2020). Time-of-day-dependent production of alternatively spliced transcripts has been previously reported in plants, flies, and mice, primarily in neuronal cell-types (Sanchez et al, 2010; Hughes et al, 2012; McGlincy et al, 2012; Wang et al, 2018; Marcheva et al, 2020; Yang et al, 2020). Alternative splicing allows a single gene to produce multiple distinct mRNA transcripts in a tissue- and cell-type specific manner, which contributes to transcriptomic diversity and enables cells to perform complex and specialized functions (Young et al, 1981; Chen & Manley, 2009). This process is strongly regulated by RNA-binding proteins (RBPs), which bind to specific regulatory sequence motifs in pre-mRNA and either enhance or suppress spliceosome recruitment to splice sites (Ule & Blencowe, 2019). Although RBPs are ubiquitously expressed, cells and tissue within the central nervous system (CNS) demonstrate greater disease vulnerability to RBP dysregulation due to their higher frequency of alternative splicing (Yeo et al, 2004; Pan et al, 2008).

Disrupted RBP homeostasis is a hallmark of many neurological diseases, including amyotrophic lateral sclerosis (ALS), which is a progressive neurodegenerative disease that originates in upper and lower motor neurons in the brain and spinal cord (Nussbacher et al, 2019; Prashad & Gopal, 2021). Genetic studies have revealed associations between ALS and mutations in genes encoding a number of RBPs, including TDP-43, FUS, ATXN2, TAF15, EWSR1, hnRNPA1, hnRNPA2B1, MATR3, and TIA1 (Kapeli et al, 2017; Zhao et al, 2018). These RBPs are key regulators of RNA metabolism and neuronal health, and ALS-linked mutations have been shown to vastly disrupt RNA processes, such as alternative splicing, mRNA transport, liquid phase transitions, and local translation (Kapeli et al, 2017; Nagano & Araki, 2021). For example, many of the proteins that copurify with TDP-43 are associated with RNA splicing and translation (Freibaum et al, 2010), and ALS-linked mutations in TDP-43 were shown to impair mRNA axonal transport and alter the fluid properties of TDP-43–positive liquid droplets (Alami et al, 2014; Schmidt & Rohatgi, 2016).

Previous work linking the circadian clock to RBP function provides a foundation for the critical examination of their mechanistic connections in the context of ALS (Wang et al, 2018; Marcheva et al, 2020). The role of the lower motor neuron (LMN) clock in disrupted RBP function and alternative splicing as it relates to ALS disease pathophysiology is not known. Here, we perform transcriptomic analysis of spinal cord cholinergic neurons to elucidate the time-of-day-dependent effects of cell-type-specific clock disruption. We report that the cholinergic neuron rhythmic transcriptome is enriched for genes associated with ALS and other neurodegenerative diseases. We show that there is time-of-day-dependent expression of ALS-linked RBP transcripts and rhythmic alternative splicing of genes involved in microtubule cytoskeleton organization, intracellular trafficking, and synaptic function. In addition, we demonstrate clock-dependent expression of ALS-linked RBP Ataxin-2 (ATXN2) in this neuronal subtype. Through in silico analysis of RNA sequencing (RNA-seq) data from sporadic ALS (sALS) patients, we find that gene expression profiles altered in disease correspond with rhythmic gene networks. Finally, we report that clock disruption through cholinergic neuron-specific deletion of clock activator BMAL1 (*i*) increases lumbar spinal cord motor neuron loss and sciatic nerve axon degeneration and (*ii*) drives time-of-day-dependent alternative splicing of genes associated with RNA processing, including genes encoding ALS-linked RBPs (e.g., *Matr3*, *Srsf7*, and *Ythdf2*). Thus, we propose that disruption of the cholinergic neuron circadian clock alters RNA metabolism and contributes to the neurodegenerative phenotypes observed in cells affected in ALS.

## Results

### Spinal cord cholinergic neuron rhythmic transcriptome is enriched for genes associated with ALS and other neurodegenerative diseases

Given that ALS disease fatality stems from cellular dysfunction occurring within acetylcholine-releasing LMNs, also known as spinal cord cholinergic neurons, we aimed to characterize the rhythmic transcriptome of this neuronal subtype. To elucidate the cholinergic neuron transcriptome, we first generated *ChAT-Cre*;*RiboTag*^*fx/+*^ mice, which possess a ribosomal hemagglutinin (HA) tag to enable the isolation and characterization of mRNAs specifically bound to cholinergic neuron ribosomes. We harvested and isolated RNA from WT spinal cord cholinergic neurons every 4 h across the 24-h day for RNA-seq (Figs 1A and S1A and B). Rhythmic transcriptome profiling revealed 2,391 oscillating transcripts (∼12% of genes) by Jonckheere-Terpstra-Kendall (JTK)_Cycle analysis, with most rhythmic transcripts reaching maximal abundance at Zeitgeber Time (ZT) 20 and 22 in the dark/active period, and a smaller cluster of genes reaching peak expression at ZT8 in the light/rest period (Fig 1B and C; Table S1A). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed overall enrichment of genes associated with *(i)* neurodegenerative diseases (ALS, Parkinson’s disease, Huntington’s disease, prion disease, and spinocerebellar ataxia); *(ii)* protein synthesis and degradation (spliceosome, ribosome, protein processing in the endoplasmic reticulum, proteasome, and ubiquitin-mediated proteolysis); *(iii)* metabolism (oxidative phosphorylation, TCA cycle, and metabolic pathways); and *(iv)* synaptic transmission (GABAergic synapse, dopaminergic synapse, and long-term potentiation) (Fig 1D).

**Figure 1.**
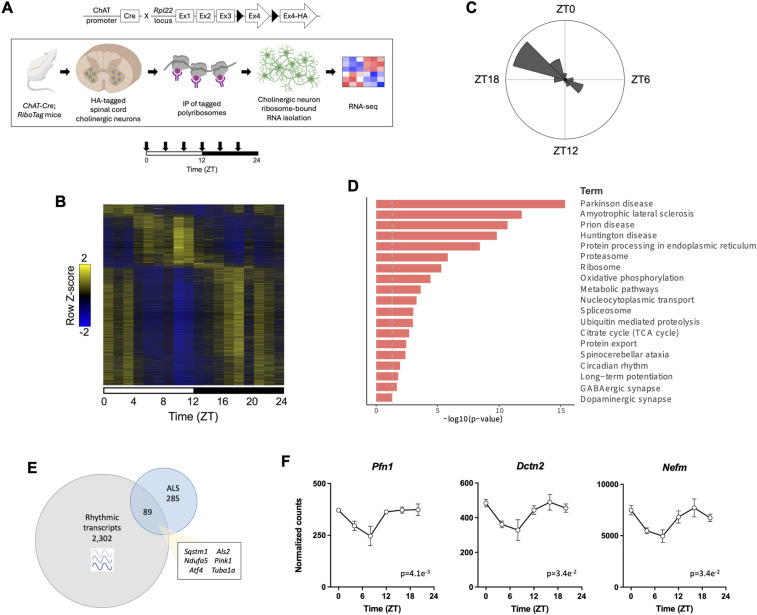
Spinal cord cholinergic neuron rhythmic transcriptome is enriched for genes associated with ALS and other neurodegenerative diseases. **(A)** Schematic showing RNA isolation in WT spinal cord cholinergic neurons from 10-wk-old *ChAT-Cre*;*RiboTag*^*fx/+*^ male mice collected every 4 h across the 24-h day for RNA-seq. Down arrows indicate sample harvesting times (ZT0, 4, 8, 12, 16, and 20). Created using BioRender. **(B)** Heatmap showing rhythmic cholinergic neuron mRNA expression (*n* = 3 per time point). **(C)** Radial histogram showing the number of oscillating genes that have peak expression within each 2-h window. **(D)** KEGG pathway analysis of all oscillating genes in cholinergic neurons. **(E)** Enrichment of KEGG pathway ALS genes among rhythmic transcripts in WT cholinergic neurons (adjusted *P* < 0.0001 in the hypergeometric test). **(F)** Examples of time-of-day-dependent expression of ALS-linked genes that regulate cytoskeleton dynamics, shown as normalized counts identified through DESeq2 (*n* = 3 per time point). Data are represented as the mean ± SEM. Rhythmicity was determined by JTK_Cycle analysis (adjusted *P*-value shown).

**Figure S1.**
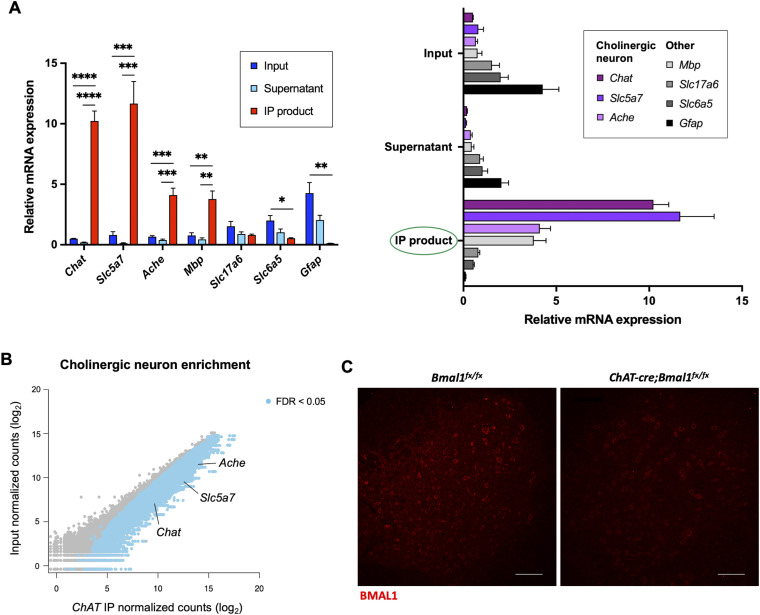
Cre-Lox recombination enables genetic deletion of *Bmal1* in spinal cord cholinergic neurons. **(A, B)** Cholinergic neuron enrichment in WT *ChAT-Cre*;*RiboTag*^*fx/+*^ male mice spinal cord IP product, as assessed independently by qPCR (*n* = 3) (A) and DESeq2 normalized counts (B). Data are represented as the mean ± SEM. Statistical significance was calculated by one-way ANOVA with Dunnett’s correction for multiple comparisons (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001) (A) or the Wald test with the Benjamini-Hochberg correction (B). **(C)** Representative immunofluorescence staining of BMAL1 (red) in lumbar spinal cord sections isolated from male mice with cholinergic neuron-specific *Bmal1* deletion (*ChAT-Cre*;*Bmal1*^*fx/fx*^ mice) and controls (*Bmal1*^*fx/fx*^ mice). Scale bar represents 100 μm.

Table S1. (A) Rhythmic genes in WT spinal cord cholinergic neurons identified through JTK_Cycle analysis. (B) Rhythmic ALS genes in WT spinal cord cholinergic neurons. (C) Rhythmic RBPs in WT spinal cord cholinergic neurons.

Notably, we found significant enrichment of the oscillating transcripts for KEGG pathway genes associated with ALS, including genes related to oxidative phosphorylation, autophagy, and the oxidative stress response (Fig 1E; Table S1B). In addition, 15 of the rhythmically expressed ALS genes were associated with the Gene Ontology (GO) term “cytoskeleton organization” (Fig 1F; Table S1B). In analyzing the genes with peak expression during the light and dark periods separately, we found 711 rhythmic genes with peak abundance during the light period (ZT0-12), and GO enrichment analysis revealed over-representation for RNA processing (e.g., mRNA splicing) and biosynthetic processes (e.g., translation) (Fig S2). In contrast, 1,680 rhythmic genes exhibited peak abundance during the dark period (ZT12-24), and GO analysis revealed enrichment for pathways associated with protein localization and transport (Fig S2). Our findings suggest that these processes are regulated by the circadian clock in cholinergic neurons.

**Figure S2.**
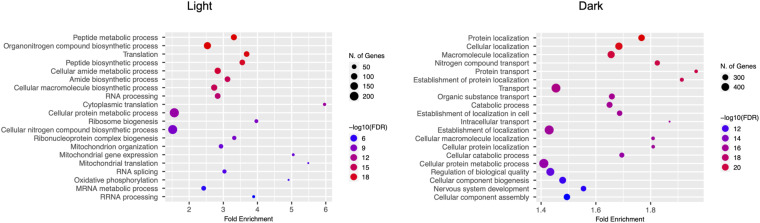
GO enrichment analysis of oscillating genes in cholinergic neurons with peak expression during the light and dark periods.

### Circadian clock regulates expression of ALS-linked RBPs and alternative splicing in spinal cord cholinergic neurons

RBPs regulate alternative splicing by interacting with regulatory elements in pre-mRNA to guide spliceosome recruitment (Ule & Blencowe, 2019). Clues to the rhythmic expression of genes encoding ALS-linked RBPs in neuronal subtypes originated from earlier studies demonstrating oscillatory RBP abundance in various mouse CNS regions, including brain stem, suprachiasmatic nucleus (SCN), hypothalamus, and pituitary (Fig S3) (Pizarro et al, 2013). To determine whether RBP-mediated alternative splicing is regulated by the circadian clock in cholinergic neurons, we assessed rhythmic RBP expression and identified 70 oscillating transcripts that encode splicing-related RBPs, including five that overlap with rhythmically expressed ALS genes—*Fus*, *Hnrnpa2b1*, *Atxn2*, *Taf15*, and *Ncbp1* (Fig 2A; Table S1C). Based on these findings, we proposed that there is clock regulation of ALS-linked RBP expression and alternative splicing in this neuronal subtype. To test this hypothesis, we first analyzed RBP protein expression in primary rat spinal cord cholinergic neurons with siRNA knockdown of *Bmal1* and scramble (SCR) controls. Notably, we found a significant decrease in Ataxin-2 (ATXN2) with *Bmal1* loss (Fig 2B), which suggests that ATXN2 protein expression is clock-dependent. Given that we did not observe differential mRNA expression of *Atxn2* (or other rhythmically expressed ALS-linked RBP transcripts) with cholinergic neuron-specific *Bmal1* deletion, it is likely that this decrease in ATXN2 expression is a result of clock-driven post-translational events. 

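Transcript abundance with *Bmal1* deletion was measured by RNA-seq of mRNA bound to cholinergic neuron ribosomes, isolated from the spinal cord of 6-mo-old male *ChAT-BKO* mice and controls at ZT8 and ZT20 (n = 6 per condition), and each time point was tested with edgeR on the gene counts. Of the ALS-linked RBP transcripts of Fig. 2A, *Hnrnpa2b1*, *Atxn2*, *Taf15*, and *Ncbp1* were examined, and none of these 4 was differentially expressed at an adjusted p under 0.05, at either time point. DESeq2 and limma voom also called 0 of them, and 0 had an unadjusted p under 0.05. Adjusted over the 4 alone, 0 passed at ZT8 and 0 at ZT20. *Atxn2* was at 70.1 ± 16.1 CPM (SD) in controls and 67.6 ± 9.01 CPM in *ChAT-BKO* neurons at ZT8, a log2 fold change of -0.05 (SE 0.12, adjusted p = 1 from edgeR). At ZT20 it was at 67.5 ± 6.45 CPM in controls and 73.8 ± 15.6 CPM in *ChAT-BKO* neurons, a log2 fold change of 0.14 (adjusted p = 0.875 from edgeR). The sign of the *Atxn2* change at ZT8 depended on single libraries, since it ran from -0.12 to 0.05 with each library left out in turn. The other 3 transcripts had log2 fold changes between -0.10 and 0.08 at both time points. Across the 70 genes of Table S1C, which the study chose on a separate cohort of wild-type mice, the median log2 fold change was -0.00 at ZT8 and -0.04 at ZT20, and limma's camera test of the list against all other genes, with its preset correlation, gave two-sided p = 0.715 at ZT8 and p = 0.181 at ZT20. With an estimated correlation between genes, camera gave p = 0.786 and p = 0.371, and limma's fry test gave p = 0.988 and p = 0.108. Without *ChAT-BKO* replicate 5 at ZT20, camera with the preset correlation gave p = 0.0398 at that time point, with the list lower in *ChAT-BKO* neurons.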

In key studies performed in *Drosophila*, the ATXN2 homolog has been found to contribute to the regulation of circadian rhythms by activating the translation of core clock protein PERIOD (PER) (Lim & Allada, 2013; Zhang et al, 2013). Furthermore, a recent report demonstrated ATXN2 regulation of PER2 translation and oscillatory phase separation in mouse SCN (Zhuang et al, 2023).

**Figure S3.**
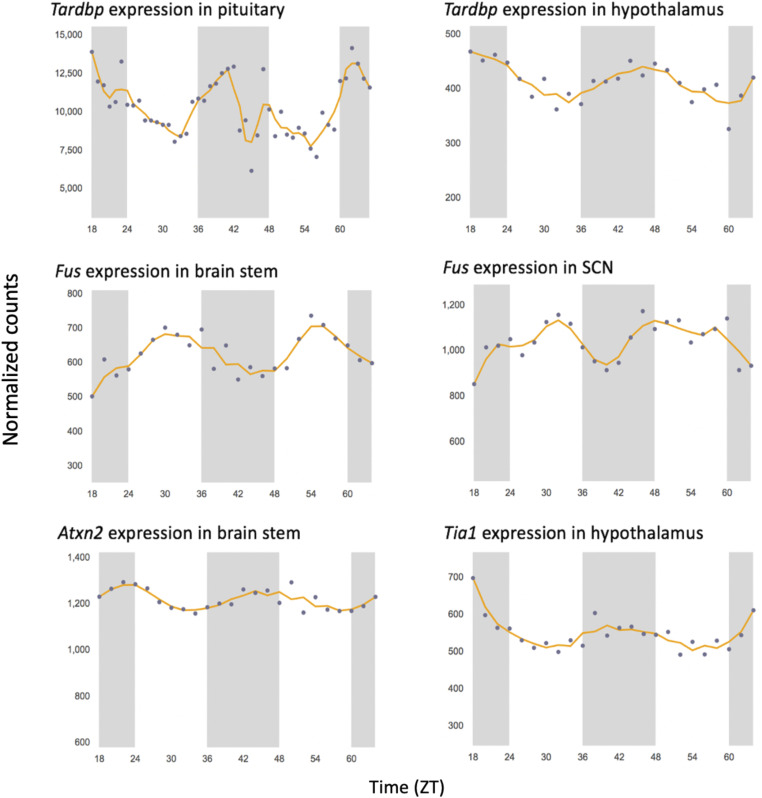
Genes encoding ALS-linked RBPs are rhythmically expressed in mouse CNS regions. Rhythmicity was determined by JTK_Cycle analysis (*P* < 0.01). The shaded regions denote the dark/active time periods. Data were obtained from CircaDB (Pizarro et al, 2013). CNS, central nervous system; SCN, suprachiasmatic nucleus.

**Figure 2.**
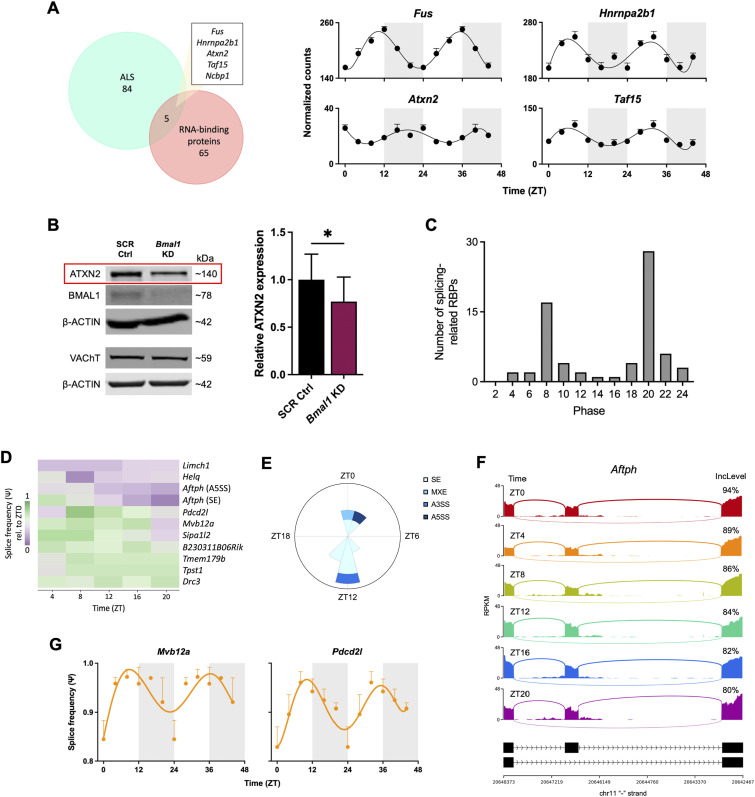
Circadian clock regulates expression of ALS-linked RBPs and alternative splicing in spinal cord cholinergic neurons. **(A)** Rhythmically expressed genes that encode ALS-linked RNA-binding proteins (RBPs) in WT spinal cord cholinergic neurons from 10-wk-old *ChAT-Cre*;*RiboTag*^*fx/+*^ male mice, shown as normalized counts identified through DESeq2 (*n* = 3 per time point). **(B)** Representative immunoblot showing ATXN2 protein expression in primary rat spinal cord cholinergic neurons with siRNA knockdown of *Bmal1* versus scramble (SCR) control (*n* = 4). VAChT was used to confirm the integrity of cholinergic neurons. Statistical significance was calculated by unpaired two-tailed *t* test (*P < 0.05). **(C)** Peak phase in the expression of oscillating RBPs in WT cholinergic neurons within the GO term “RNA splicing.” **(D)** Heatmap showing rhythmically spliced genes in WT cholinergic neurons obtained using rMATS splicing analysis, represented as splice frequency (Ψ) relative to ZT0 (*n* = 3 per time point). **(E)** Radial histogram showing the number of each type of rhythmic splicing event in WT cholinergic neurons with peak Ψ occurring within each 2-h window. Radius corresponds to 4 splicing events. SE, skipped exon; MXE, mutually exclusive exon; A3SS and A5SS, alternative 3′ and 5′ splice sites. **(F)** Sashimi plots showing time-of-day-dependent alternative splicing of *Aftph* by SE every 4 h across the 24-h day in WT cholinergic neurons, with exon inclusion levels indicated at each time point. **(G)** Rhythmic splice frequency graphs of the genes that are both rhythmically expressed and rhythmically spliced in WT cholinergic neurons. For (A, G), data are represented as the mean ± SEM and double-plotted for better visualization. Rhythmicity was determined by JTK_Cycle analysis (adjusted *P*-value < 0.05). The shaded regions denote the dark/active time periods.

We observed a bimodal distribution in peak phases of mRNA abundance of the oscillating splicing-associated RBPs 12 h apart at ZT8 and ZT20 (Fig 2C). To next determine whether alternative pre-mRNA splicing in cholinergic neurons is influenced by circadian time, we used replicate multivariate analysis of transcript splicing (rMATS) to identify alternative splicing events in WT cholinergic neurons collected at 4-h intervals (Fig 1A), including skipped exons (SE), mutually exclusive exons (MXE), and alternative 3′ and 5′ splice sites (A3SS and A5SS). We calculated the percent-spliced-in (psi, Ψ) value for all common alternative splicing events in each of the three replicate samples at each time point and performed JTK_Cycle analysis to identify statistically significant oscillations in Ψ. This analysis revealed 11 rhythmic alternative splicing events, consisting of 8 SE, 1 MXE, 1 A3SS, and 1 A5SS (Fig 2D; Table S2A–D). Peak Ψ values also displayed a bimodal distribution 12 h apart (at ZT0-2 and ZT12-14), with most Ψ values peaking at ZT12 (Fig 2E). Sashimi plots, which illustrate exon inclusion levels by mapping reads across splice junctions, are shown throughout the circadian day to demonstrate rhythmic splicing of the representative gene *Aftph*, which encodes aftiphilin—a factor that enables clathrin binding and intracellular transport as part of the AP-1 adaptor complex (Fig 2F) (Burman et al, 2005). We found that *Aftph* was rhythmically spliced by both SE and A5SS (Fig 2D; Table S2A and D).

Table S2. (A) Genes with rhythmic altered splicing in WT spinal cord cholinergic neurons (skipped exons). (B) Genes with rhythmic altered splicing in WT spinal cord cholinergic neurons (mutually exclusive exons). (C) Genes with rhythmic altered splicing in WT spinal cord cholinergic neurons (alternative 3′ splice site). (D) Genes with rhythmic altered splicing in WT spinal cord cholinergic neurons (alternative 5′ splice site).

LIMCH1 promotes actin stress fiber assembly and focal adhesion, and alternative splicing of *Limch1* is associated with muscle weakness and calcium-handling deficits (Lin et al, 2017; Penna et al, 2023). Our data revealed that both *Limch1* and dynein regulatory complex gene *Drc3* are rhythmically alternatively spliced by SE (Fig 2D; Table S2A). In addition, Rap GTPase-activating protein (RapGAP)-encoding gene *Sipa1l2* regulates synaptic function and vesicle trafficking at presynaptic terminals, and we found that it also displayed rhythmic altered splicing by SE (Fig 2D; Table S2A) (Andres-Alonso et al, 2019). Two genes exhibited both rhythmic mRNA expression and rhythmic splicing: vesicle trafficking gene *Mvb12a* and apoptosis gene *Pdcd2l* (Fig 2G) (Tsunematsu et al, 2010; Gao et al, 2022). We establish here that genes involved in microtubule cytoskeleton organization, intracellular trafficking, and synaptic function are rhythmically spliced in cholinergic neurons. Of note, a previous report demonstrated that rhythmically spliced genes in pancreatic islets were similarly associated with trafficking, exocytosis, and synaptic regulation (Marcheva et al, 2020). Taken together, these data demonstrate time-of-day-dependent expression of ALS-linked RBP transcripts as well as clock-dependent expression of ATXN2, and establish for the first time that the circadian clock regulates alternative splicing in cholinergic neurons.

### Cholinergic neuron circadian clock regulates sALS-associated cytoskeleton, ECM, and NMJ gene expression

The circadian clock regulates a number of physiological processes, including sleep/wake activity, hormone secretion, and glucose homeostasis (Lowrey & Takahashi, 2004; Rudic et al, 2004). Disrupting the clock through whole-body knockout or mutation of clock activators leads to metabolic dysfunction, accelerated aging, and neurodegenerative phenotypes (Garcia et al, 2000; Kondratov et al, 2006; Takahashi et al, 2008; Englund et al, 2009). 

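Cholinergic neuron transcripts were compared between *ChAT-BKO* mice (*ChAT-Cre;RiboTag* fx/+*;Bmal1* fx/fx), which lack *Bmal1* in cholinergic neurons, and controls (*ChAT-Cre;RiboTag* fx/+). The RiboTag allele adds a hemagglutinin (HA) tag to a ribosomal protein in cells that express Cre, and an HA immunoprecipitate (IP) of spinal cord homogenate therefore enriches mRNAs bound to cholinergic neuron ribosomes. Each genotype was collected at ZT8 and at ZT20, with 6 male mice per condition at 6 mo of age, and all samples of an experiment were processed on the same day. Stranded mRNA libraries were sequenced as paired-end reads, and the authors aligned these with STAR and estimated counts per gene with RSEM. The values used here are these expected counts for 50559 genes in 25 columns, namely the 24 IP libraries and 1 pooled input (spinal cord RNA before the IP), without normalization or filtering. Of all values, 6.12% were not whole numbers, and counts were rounded before testing. Genes are listed by symbol only. The counts are per gene, and transcripts that lack the deleted *Bmal1* exon are still counted toward *Bmal1*. Total counts on genes ranged from 6.78 to 18.6 M in controls at ZT8 (median 9.20 M), from 4.04 to 17.4 M in *ChAT-BKO* libraries at ZT8 (median 15.1 M), from 10.6 to 31.7 M in controls at ZT20 (median 12.4 M), and from 5.22 to 18.7 M in *ChAT-BKO* libraries at ZT20 (median 7.62 M). A count of 0 in a library allows a level of up to 0.0947 CPM in the deepest library and 0.743 CPM in the shallowest, from 3 counts of the total, which covers counting error only. Replicates differed by more than counting error in all 60 pairs of libraries of the same condition, with a chi-square per degree of freedom between 1.80 and 25.4. Normalized counts are given as CPM after TMM normalization, with the SD over the 6 libraries of a condition. Differential expression was tested at each time point between the 6 *ChAT-BKO* and 6 control libraries with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment over the 21738 genes with at least 10 counts summed over the 24 IP libraries, and genes with an adjusted p under 0.05 are called differentially expressed. The IP enriched cholinergic transcripts over the pooled input by a median log2 ratio of 2.37, with 7 of 7 cholinergic markers above the input, among them *Slc18a3* at 3.48. Astrocyte markers lay at a median of -4.48, microglia markers at -4.32, and oligodendrocyte markers at -3.69, each with 0 of 6 markers above the input. The input is a single library, and these ratios have no replicate error on its side. *Bmal1*, listed as *Arntl*, was at 8.44 ± 1.43 CPM in controls and 2.64 ± 0.538 CPM in *ChAT-BKO* neurons at ZT8, a log2 fold change of -1.64 (SE 0.16, adjusted p = 1.56e-05 from edgeR). At ZT20 it was at 8.73 ± 1.18 CPM in controls and 1.92 ± 0.515 CPM in *ChAT-BKO* neurons, a log2 fold change of -2.08 (SE 0.16, adjusted p = 1.98e-07 from edgeR). At each time point all 6 *ChAT-BKO* libraries were below all controls, for which an exact permutation test gives its smallest two-sided p of 0.00216. With each library left out in turn, the log2 fold change of *Arntl* stayed between -1.73 and -1.56 at ZT8 and between -2.25 and -2.01 at ZT20.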

Given the involvement of the cholinergic neuron clock in mediating neurodegenerative processes, we next sought to investigate the transcriptomic consequences of clock disruption through cholinergic neuron-specific deletion of clock activator BMAL1 at ZT8 (light period) and ZT20 (dark period), the times at which oscillating transcripts reached maximal abundance in opposing phases (Figs 1C, 3A, and S1A–C).

**Figure 3.**
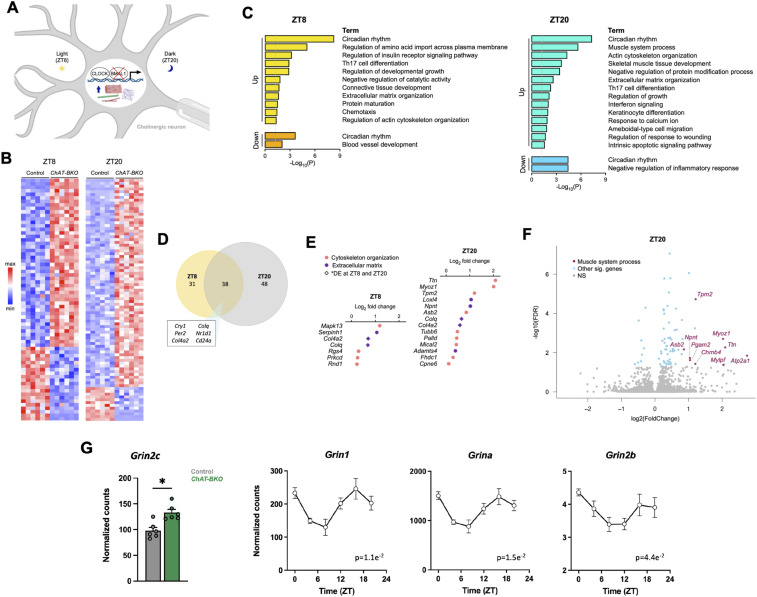
Cholinergic neuron circadian clock regulates cytoskeleton, ECM, and NMJ gene expression. **(A)** Model of cholinergic neuron-specific deletion of BMAL1 during the light (ZT8) and dark (ZT20) periods to induce the expression of cytoskeleton, extracellular matrix (ECM), and neuromuscular junction (NMJ) genes. Created using BioRender. **(B)** Heatmaps showing differentially expressed genes between *ChAT-BKO* (*Bmal1*-knockout cholinergic neurons isolated from *ChAT-Cre;RiboTag*^*fx/+*^*;Bmal1*^*fx/fx*^ mice) and control (WT cholinergic neurons isolated from *ChAT-Cre;RiboTag*^*fx/+*^ mice) neurons from 6-mo-old male mice at ZT8 and ZT20 (*n* = 6 per condition). **(C)** KEGG, GO, and Reactome functional pathway analyses of genes that are up- or down-regulated in *ChAT-BKO* cholinergic neurons versus controls at ZT8 and ZT20. **(D)** Overlap of differentially expressed genes in *ChAT-BKO* cholinergic neurons at ZT8 and ZT20. **(E)** Increased expression of GO or literature-defined genes associated with cytoskeleton organization and ECM in *ChAT-BKO* cholinergic neurons at ZT8 and ZT20. **(F)** Volcano plot showing induction of NMJ genes within the GO term “muscle system process” in *ChAT-BKO* cholinergic neurons at ZT20. **(G)** Induction of glutamate receptor NMDA subunit *Grin2c* in *ChAT-BKO* cholinergic neurons at ZT20 (*n* = 6 per condition) and time-of-day-dependent expression of genes encoding other NMDA subunits (*n* = 3 per time point), shown as normalized counts identified through DESeq2. Data are represented as the mean ± SEM. Statistical significance was calculated using the Wald test with the Benjamini-Hochberg correction for multiple comparisons (*adjusted *P* < 0.05), and rhythmicity was determined by JTK_Cycle analysis (adjusted *P*-value shown).

We found 48 upregulated genes and 21 downregulated genes in *ChAT-BKO* neurons (*Bmal1*-knockout cholinergic neurons isolated from *ChAT-Cre;RiboTag*^*fx/+*^*;Bmal1*^*fx/fx*^ mice) compared with controls (WT cholinergic neurons isolated from *ChAT-Cre;RiboTag*^*fx/+*^ mice) at ZT8, and 74 upregulated genes and 12 downregulated genes in *ChAT-BKO* neurons at ZT20 (Fig 3B and D; Table S3A and B). 

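With edgeR, 28 genes were upregulated and 12 downregulated in *ChAT-BKO* neurons at ZT8, and 41 were upregulated and 9 downregulated at ZT20. Both time points shared 25 of these genes, all changed in the same direction, with 15 called at ZT8 only and 25 at ZT20 only (two-sided Fisher's exact test over the genes tested, p = 2.92e-59). Among the 40 genes called at ZT8, 39 had a log2 fold change of the same sign at ZT20, and among the 50 called at ZT20, 44 had the same sign at ZT8. A test of the difference between the ZT20 and ZT8 effects called 0 genes with edgeR, DESeq2, or limma voom, and with edgeR the smallest adjusted p was 0.864 while 848 genes had an unadjusted p under 0.05. The counts of called genes moved most when each library's slope of expression on transcript length entered the edgeR fit as a covariate, an alternative chosen after seeing the data, with 118 upregulated and 57 downregulated genes at ZT8 and 121 and 46 at ZT20. DESeq2 called 48 upregulated and 22 downregulated genes at ZT8, and 78 and 13 at ZT20. With 1 library left out at ZT8, upregulated genes numbered 18 without control replicate 1, 16 without control replicate 4, 15 without *ChAT-BKO* replicate 1, and 12 without *ChAT-BKO* replicate 3, and downregulated genes numbered 7 without *ChAT-BKO* replicate 3. At ZT20, upregulated genes numbered 23 without control replicate 3, control replicate 4, or *ChAT-BKO* replicate 1, and 27 without *ChAT-BKO* replicate 6. Among the genes with the smallest adjusted p outside the clock, *Cdkn1a* rose from 3.15 ± 0.796 to 13.4 ± 1.48 CPM at ZT8 (log2 fold change 2.10, SE 0.14, adjusted p = 8.22e-08 from edgeR) and from 5.88 ± 1.54 to 20.0 ± 2.62 CPM at ZT20 (1.77, SE 0.15, adjusted p = 6.09e-07). *Lamp5* rose by log2 0.60 at ZT8 (adjusted p = 5.27e-05) and 0.64 at ZT20 (adjusted p = 3.78e-06), and *Scd3* by 1.20 (adjusted p = 1.57e-05) and 1.19 (adjusted p = 6.54e-05). For these 3 genes all 6 *ChAT-BKO* libraries lay above all controls at both time points, and each was called with any single library left out. Several of the largest changes were in processed copies of ribosomal protein genes. *Rps13-ps1* fell from 17.9 ± 3.41 to 0.579 ± 0.944 CPM at ZT8 (log2 fold change -5.69, SE 0.48, adjusted p = 2.07e-06 from edgeR). At ZT20 it fell from 16.6 ± 2.91 CPM to 0 counts in all 6 *ChAT-BKO* libraries, at least 342-fold lower when set against 3 counts over the group (adjusted p = 4.50e-10). *Rps15a-ps7* changed by log2 -3.83 at ZT8 (adjusted p = 2.38e-08) and -4.50 at ZT20 (adjusted p = 5.12e-11), whereas *Rps13-ps2* rose by 3.77 (adjusted p = 3.21e-06) and 3.75 (adjusted p = 8.27e-08). When the counts of each parent gene were summed with those of its copies, *Rps13* changed by log2 0.01 at ZT8 (adjusted p = 1) and -0.10 at ZT20 (adjusted p = 0.928), and *Rps15a* by 0.20 (adjusted p = 0.720) and 0.08 (adjusted p = 0.890).

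**Figure D1:**
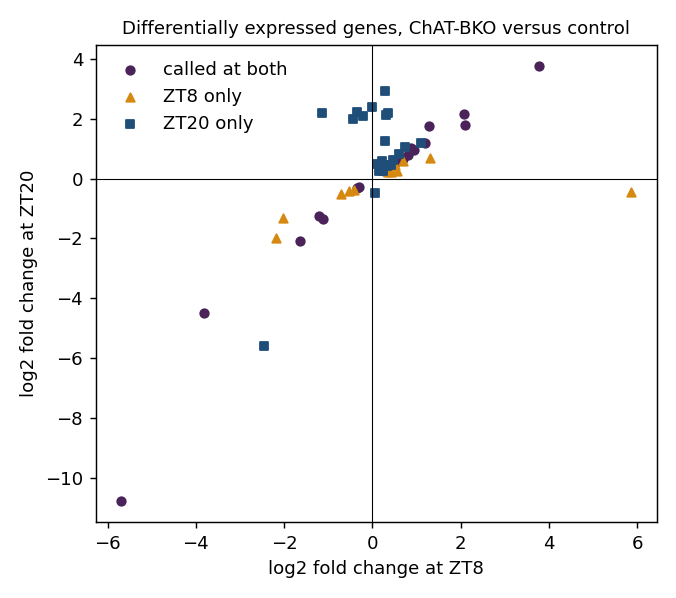
Log2 fold change (*ChAT-BKO* versus control, edgeR) at ZT8 (x axis) and ZT20 (y axis) of the 65 genes called differentially expressed at ZT8 or ZT20, 1 point per gene. Of the genes called at ZT8, *Gm48551* alone had the opposite sign at ZT20 (5.86 and -0.46), and the value of *Rps13-ps1* at ZT20 depends on the prior count of the fit because all 6 *ChAT-BKO* libraries were at 0.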

KEGG, GO, and Reactome functional pathway analyses revealed over-representation for extracellular matrix (ECM) and cytoskeleton organization, as well as immune response terms among the upregulated genes at both time points (Fig 3C and E). Furthermore, deletion of *Bmal1* at ZT20 induced the expression of genes within the GO term “muscle system process” (Fig 3F), which suggests that clock disruption during the dark/active period may influence neuromuscular junction (NMJ) dynamics. 

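Fig. 3E names 7 cytoskeleton and ECM genes at ZT8 and 14 at ZT20, chosen by the study on these same libraries. At ZT8 all 7 were higher in *ChAT-BKO* neurons, with a median log2 fold change of 0.69, and edgeR called 2 of them over all genes, *Col4a2* and *Colq*. Adjusted over the list alone, 7 of 7 passed, which is not independent evidence because the list came from these samples. *Mapk13* (log2 fold change 1.18, adjusted p = 0.0650 from edgeR) and *Serpinh1* (1.06, adjusted p = 0.0515) had all 6 *ChAT-BKO* libraries above all controls without being called. Without control replicate 5, *Mapk13* was called (adjusted p = 0.0385), as was *Serpinh1* without *ChAT-BKO* replicate 6 (adjusted p = 0.0425) or control replicate 6 (adjusted p = 0.0312). *Rgs4*, *Prkcd*, and *Rnd1* rose by log2 0.31, 0.24, and 0.24 (adjusted p = 0.124, 0.186, and 0.163 from edgeR). DESeq2 called all 5 of the genes that edgeR did not, with adjusted p between 0.0154 for *Mapk13* and 0.0226 for *Rgs4*, and over all alternatives the adjusted p of *Serpinh1* ranged from 0.0159 to 0.178 and that of *Prkcd* from 0.00570 to 0.266. At ZT20 all 14 genes were higher in *ChAT-BKO* neurons, with a median log2 fold change of 0.61, and edgeR called 8 over all genes (14 of 14 adjusted over the list alone, with the same limit). Of the 14, *Asb2*, *Myoz1*, *Npnt*, *Tpm2*, and *Ttn* are also muscle genes of Fig. 3F, and *Myoz1*, *Tpm2*, and *Ttn* are among the 8 called. These genes are not separate evidence for the 2 lists, and the limits given below for the muscle genes hold for them here. *Loxl4* rose from 5.89 ± 0.967 to 12.4 ± 1.49 CPM (log2 fold change 1.07, SE 0.12, adjusted p = 5.74e-05 from edgeR), with 6 of 6 *ChAT-BKO* libraries above all controls, and was called with any library left out. *Mical2* rose by 0.44 (SE 0.09, adjusted p = 0.0423) and *Tubb6* by 0.48 (SE 0.10, adjusted p = 0.0461), and both calls were lost without any 1 of several libraries. In the fits that lost the call, the log2 fold change stayed between 0.37 and 0.48 for *Mical2* and between 0.42 and 0.51 for *Tubb6*. *Mical2* was not called without *ChAT-BKO* replicate 1, 2, 3, or 6 or control replicate 2, 3, 4, or 5 (adjusted p from 0.0501 without control replicate 5 to 0.136 without control replicate 3), and *Mical2* lies within 20 Mb of *Bmal1* on chromosome 7. *Tubb6* was not called without *ChAT-BKO* replicate 1, 2, 3, or 6 or control replicate 1, 2, 3, 4, or 5 (adjusted p from 0.0506 without control replicate 1 to 0.137 without control replicate 4), or with limma voom (adjusted p = 0.0506). *Adamts4*, *Fhdc1*, and *Cpne6* rose by 0.40, 0.30, and 0.11 without being called (adjusted p = 0.162, 0.131, and 0.595 from edgeR, and 0.0391, 0.0322, and 0.0150 from DESeq2, with up to 0.145, 0.399, and 0.808 under other alternatives).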

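Of the 9 "muscle system process" genes labelled in Fig. 3F, all were higher in *ChAT-BKO* neurons at ZT20, with log2 fold changes from 0.86 to 2.93 and a median of 1.25, and edgeR called 5 of them. *Atp2a1* rose from 1.14 ± 0.753 to 7.55 ± 5.33 CPM (log2 fold change 2.93, SE 0.50, adjusted p = 0.00955 from edgeR), with 5 of 6 *ChAT-BKO* libraries above all controls. *Ttn* rose by 2.12 (SE 0.40, adjusted p = 0.0256), *Mylpf* by 2.09 (SE 0.41, adjusted p = 0.0338), *Myoz1* by 2.00 (SE 0.38, adjusted p = 0.0240), and *Tpm2* also passed, each with 5 of 6 *ChAT-BKO* libraries above all controls. *Atp2a1* and *Mylpf* lie within 20 Mb of *Bmal1* on chromosome 7. *Chrnb4* (1.20, adjusted p = 0.123), *Pgam2* (1.04, adjusted p = 0.0952), *Npnt* (1.03, adjusted p = 0.0665), and *Asb2* (0.86, adjusted p = 0.0774) were not called with edgeR but were with DESeq2 (adjusted p = 0.0403, 0.0265, 0.0203, and 0.00734, with up to 0.157, 0.331, 0.173, and 0.130 under other alternatives). Adjusted over the list alone, 9 of 9 passed at ZT20, a list the study chose on these libraries, and 2 of 9 at ZT8, where the median log2 fold change was 0.29 and edgeR called 0 over all genes (DESeq2 and limma voom called 0 as well). The 5 calls depended on the spread among libraries. In a fit of all 24 libraries, which shares 1 estimate of the spread over both time points, none of the 5 was called (adjusted p = 0.258 for *Atp2a1*, 0.0987 for *Ttn*, 0.466 for *Mylpf*, 0.669 for *Myoz1*, and 0.545 for *Tpm2*). The same fit did call *Npnt*, *Asb2*, and *Chrnb4* of the Fig. 3F genes. With limma voom *Atp2a1*, *Ttn*, and *Mylpf* were not called (adjusted p = 0.111, 0.102, and 0.0903), nor was *Mylpf* with edgeR's filterByExpr (adjusted p = 0.0529). *Ttn* was not called without *ChAT-BKO* replicate 1 or 3 or control replicate 1, 3, 4, 5, or 6 (adjusted p from 0.0517 without control replicate 6 to 0.152 without *ChAT-BKO* replicate 1). *Myoz1* was not called without *ChAT-BKO* replicate 1 or 2 or control replicate 3, 4, or 5 (adjusted p from 0.0608 without *ChAT-BKO* replicate 2 to 0.158 without *ChAT-BKO* replicate 1). *Mylpf* was not called without *ChAT-BKO* replicate 1, 2, 3, or 6 or control replicate 1, 3, 4, or 5 (adjusted p from 0.0627 without *ChAT-BKO* replicate 2 to 0.141 without control replicate 5). *Asb2* and *Pgam2* were called without 1 library, *ChAT-BKO* replicate 6 (adjusted p = 0.0190) and *ChAT-BKO* replicate 4 (adjusted p = 0.0324), as were *Chrnb4* without control replicate 3 (adjusted p = 0.0473) and *Npnt* without *ChAT-BKO* replicate 5 (adjusted p = 0.0464) or control replicate 1 (adjusted p = 0.0404). A list of 20 other skeletal muscle genes, none of them in Fig. 3F, was tested beside these. At ZT20, 18 were higher and 2 lower, with a median log2 fold change of 1.92 from edgeR and 1.13 in the values of the list test. With its preset correlation, limma's camera test gave two-sided p = 1.74e-13 (1.39e-12 adjusted over the 8 list tests). The list remained higher with an estimated correlation between genes (p = 0.0248) and with fry (p = 0.0226). Per library, the mean log2 CPM of the list was 1.24 ± 0.971 (SD, n = 6) in *ChAT-BKO* libraries and 0.10 ± 0.541 in controls (exact permutation test, two-sided p = 0.0433), with 5 of 6 *ChAT-BKO* libraries above all controls. At ZT8 it was 0.10 ± 1.31 in *ChAT-BKO* libraries and 0.41 ± 1.07 in controls (exact permutation test, two-sided p = 0.669). The mean over the 9 genes of Fig. 3F and the mean over these 20 genes rose and fell together across the 24 libraries once the mean of each condition was removed (Pearson's r = 0.975, Spearman's rho = 0.957, permutation p = 1e-05 for each, the smallest that the permutations can give; 1 relation was computed). Without the 2 libraries farthest from the median, *ChAT-BKO* replicate 4 at ZT8 and *ChAT-BKO* replicate 4 at ZT20, r was 0.954. In the IP, the 20 genes lay at a median log2 ratio of -3.60 to the pooled input, with 1 of 20 above it. From the induction of the genes of Fig. 3F at ZT20, the paper proposes that clock disruption during the dark period may influence NMJ dynamics.

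**Figure D2:**
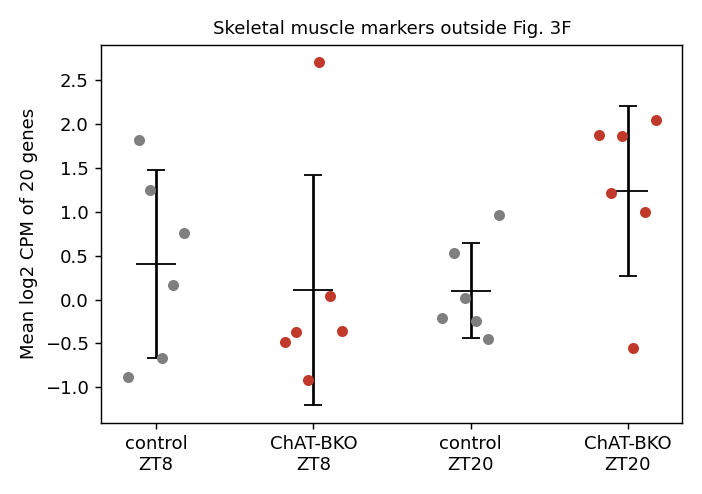
Mean log2 CPM of the 20 skeletal muscle genes outside Fig. 3F in each library (points), by condition, with the mean and SD of the 6 libraries of a condition. At ZT20, 5 of 6 *ChAT-BKO* libraries lie above all controls and replicate 4 lies below them at -0.55, whereas the highest library of all is *ChAT-BKO* replicate 4 at ZT8, at 2.71.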

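Of the circadian genes of Table S3C, 8 were examined, and edgeR called 8 of 8 at ZT8 and 6 of 8 at ZT20, each in the same direction at both time points. The study chose this list for altered expression in these same libraries, so that the share of genes called is not independent evidence. Among repressors of BMAL1 activity, *Cry1* rose from 3.81 ± 0.540 to 16.4 ± 1.09 CPM at ZT8 (log2 fold change 2.09, SE 0.10, adjusted p = 1.43e-09 from edgeR) and from 3.94 ± 0.339 to 17.7 ± 1.99 CPM at ZT20 (2.15, SE 0.11, adjusted p = 1.42e-10). *Per2* rose from 3.82 ± 1.14 to 9.50 ± 1.32 CPM at ZT8 (adjusted p = 4.09e-04) and by log2 1.76 at ZT20 (SE 0.15, adjusted p = 6.09e-07), *Nfil3* by 0.95 (adjusted p = 9.45e-05) and 0.96 (adjusted p = 2.70e-05), and *Cry2* by 0.32 (adjusted p = 0.00179) and 0.39 (adjusted p = 4.61e-04). *Nr1d2* changed by -1.11 (SE 0.06, adjusted p = 4.95e-09) and -1.35 (SE 0.09, adjusted p = 9.30e-09), and *Ciart* by -1.21 (adjusted p = 6.11e-04) and -1.25 (adjusted p = 2.39e-06). All 8 genes had 6 of 6 *ChAT-BKO* libraries on 1 side of all controls at both time points. *Nr1d1* was called at ZT8 (-0.72, adjusted p = 4.92e-05) but not at ZT20 (-0.50, SE 0.12, adjusted p = 0.140 from edgeR), where control replicate 1 lay far above the other controls and DESeq2 (adjusted p = 0.0321), the fit of all 24 libraries (adjusted p = 0.0404), and a block by replicate number (adjusted p = 0.0185) called it, with 0.236 from limma voom. *Hlf* was called at ZT8 (0.52, SE 0.09, adjusted p = 0.0211) but not at ZT20 (0.44, adjusted p = 0.127 from edgeR, 0.0227 from DESeq2, 0.0384 from edgeR on all 24 libraries, and up to 0.201 under other alternatives). At ZT8 *Hlf* was not called without *ChAT-BKO* replicate 1, 3, or 6 or control replicate 1, 3, 4, or 6 (adjusted p from 0.0533 without control replicate 3 to 0.0882 without *ChAT-BKO* replicate 3). In a core clock list of 19 tested genes, which includes these and *Bmal1* itself, edgeR called 9 at ZT8 and 7 at ZT20 (10 at each adjusted over the list alone). *Clock* (log2 fold change 0.21 and 0.14), *Dbp* (-0.38, adjusted p = 0.580, and -0.25, adjusted p = 0.793), and *Npas2* (0.61 and 0.82, adjusted p = 0.166 at ZT20) were not called at either time point.

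**Figure D3:**
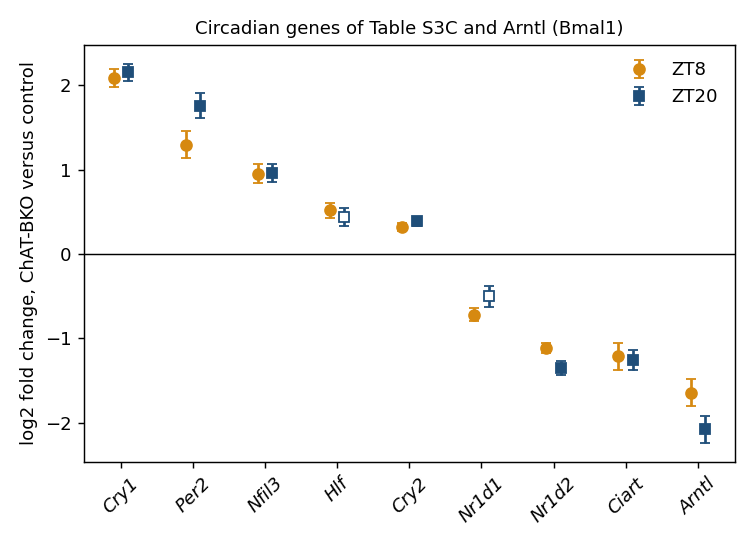
Log2 fold change (*ChAT-BKO* versus control, edgeR) of 8 genes of Table S3C and of *Arntl* at ZT8 and ZT20, with the SE, where filled points have an adjusted p under 0.05. The open points are *Hlf* and *Nr1d1* at ZT20, and *Arntl* is the lowest at both time points.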

Enrichment for circadian rhythms appeared in the up- and down- regulated genes at both time points, as BMAL1 is a component of the core clock molecular feedback loop and its dysregulation influences the abundance of other clock genes (Table S3C). The cytoskeleton plays an important role in axonal transport and synaptic integrity, and cytoskeletal defects are prominent in ALS patients and disease models (Clark et al, 2016; Le Gall et al, 2020). Furthermore, ECM and cytoskeleton crosstalk is crucial for normal cell adhesion and migration processes, and both transcriptomic and proteomic studies have noted dysregulation of ECM biology in ALS samples (Geiger et al, 2001; Qiu et al, 2014; Lin et al, 2020; Milioto et al, 2024). The prevalence of cytoskeleton and ECM-associated genes within the differentially expressed genes in *Bmal1*-deficient cholinergic neurons suggests that clock disruption drives a restructuring that may contribute to similar deficits in axonal transport, cell adhesion, and synaptic integrity.

Table S3. (A) Differentially expressed genes in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT8. (B) Differentially expressed genes in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT20. (C) Circadian genes with altered expression in *ChAT-BKO* spinal cord cholinergic neurons at ZT8 and ZT20.

Notably, our data revealed an increase in gene expression of the ionotropic glutamate receptor *N*-methyl-D-aspartate (NMDA) subunit *Grin2c* in *ChAT-BKO* cholinergic neurons at ZT20 (Fig 3G). 

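*Grin2c* was at 8.62 ± 1.36 CPM in controls and 11.7 ± 1.43 CPM in *ChAT-BKO* neurons at ZT20, a log2 fold change of 0.46 (SE 0.11). The difference did not pass the correction over all genes (adjusted p = 0.156 from edgeR), and 3 of 6 *ChAT-BKO* libraries lay above all controls. DESeq2 called it (adjusted p = 0.0420), and the other alternatives gave adjusted p between 0.0759 and 0.248. With each library left out in turn the log2 fold change stayed between 0.38 and 0.53 and edgeR did not call it. At ZT8 *Grin2c* rose from 10.6 ± 1.71 to 13.5 ± 1.12 CPM, a log2 fold change of 0.35 (SE 0.10, adjusted p = 0.546 from edgeR and 0.266 from DESeq2), with 4 of 6 *ChAT-BKO* libraries above all controls. The difference between the 2 time points was 0.11 on the log2 scale (SE 0.15, adjusted p = 1.00 from edgeR). Adjusted over the 4 NMDA subunit genes alone, *Grin2c* passed at both time points. At ZT20 this is not independent evidence, because the study reported *Grin2c* from these same libraries. At ZT20 *Grin1* changed by log2 0.05 (adjusted p = 0.928 from edgeR) and *Grin2b* by 0.08 (adjusted p = 0.919), and *Grina* by -0.00 (adjusted p = 0.998), a sign that flipped with DESeq2, with DESeq2's size factors in edgeR, and with other settings. At ZT8 *Grin1* changed by -0.02, *Grina* by -0.06, and *Grin2b* by 0.06 (adjusted p = 1 for each from edgeR), and the sign of *Grin1* at ZT8 and of *Grin2b* at ZT20 flipped with single libraries left out. The time course of Fig. 3G for these 3 subunits came from other mice and was not analysed here.

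**Figure D4:**
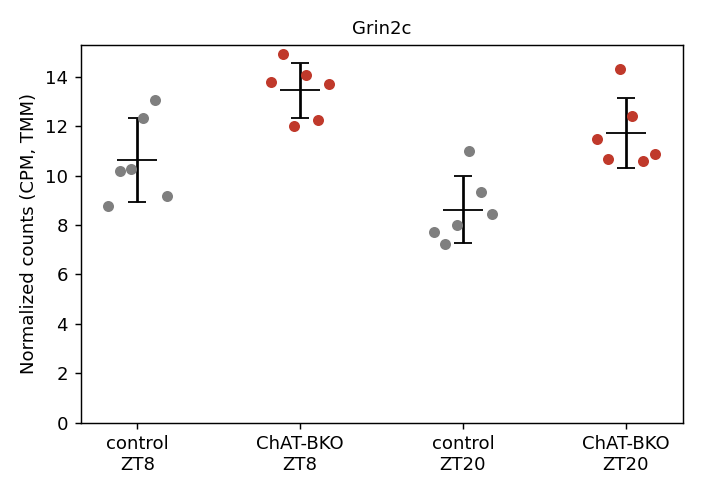
Normalized counts (CPM) of *Grin2c* in each library (points), by condition, with the mean and SD of the 6 libraries of a condition. *ChAT-BKO* libraries had a mean of 13.5 CPM at ZT8 and 11.7 CPM at ZT20, against 10.6 and 8.62 CPM in controls.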

*Grin2c* was also found to be an RNA target of ALS-linked RBP FUS in mouse brain (Table S7) (Lagier-Tourenne et al, 2012). We previously showed that most rhythmic genes reach maximal abundance during the dark/active period and that there is enrichment of these genes for energy demanding processes (Figs 1C and S2); our findings here suggest that clock disruption at ZT20 may alter cholinergic neuron bioenergetic balance in a manner that increases glutamate demand. We further observed time-of-day-dependent expression of genes encoding NMDA receptor subunits *Grin1*, *Grina*, and *Grin2b* (Fig 3G), which may reflect how cholinergic neurons respond to fluctuations in glutamate release and demand throughout the day. Glutamate is the most abundant excitatory neurotransmitter in the CNS, and glutamate excitotoxicity—or the excess release of glutamate and overstimulation of glutamate receptors—is associated with motor neuron death in ALS and other neurodegenerative diseases (Van Den Bosch et al, 2006; Foran & Trotti, 2009). Thus, our findings may have important implications for the timing and dosage of ALS drugs, such as riluzole, which uses sodium channel blockade to inhibit glutamatergic neurotransmission and excitotoxicity (Nagoshi et al, 2015; Arnold et al, 2024).

To next determine whether transcriptomic findings in mouse cholinergic neurons can be translated to humans, we performed in silico analysis of RNA-seq data from ALS patients and found that gene expression profiles altered in disease correspond with rhythmic gene networks. In analyzing lumbar spinal cord motor neurons from 13 sALS patients and 8 healthy controls (Krach et al, 2018), we found 1,270 upregulated genes and 318 downregulated genes (Fig 4A; Table S4A). KEGG, GO, and Reactome functional pathway analyses revealed over-representation of genes associated with ECM, cytoskeleton organization, and immune response among the upregulated genes (Fig S4A), and enrichment of genes broadly linked to cytoskeleton dynamics and synaptic activation among the downregulated genes (Fig S4B).

**Figure 4.**
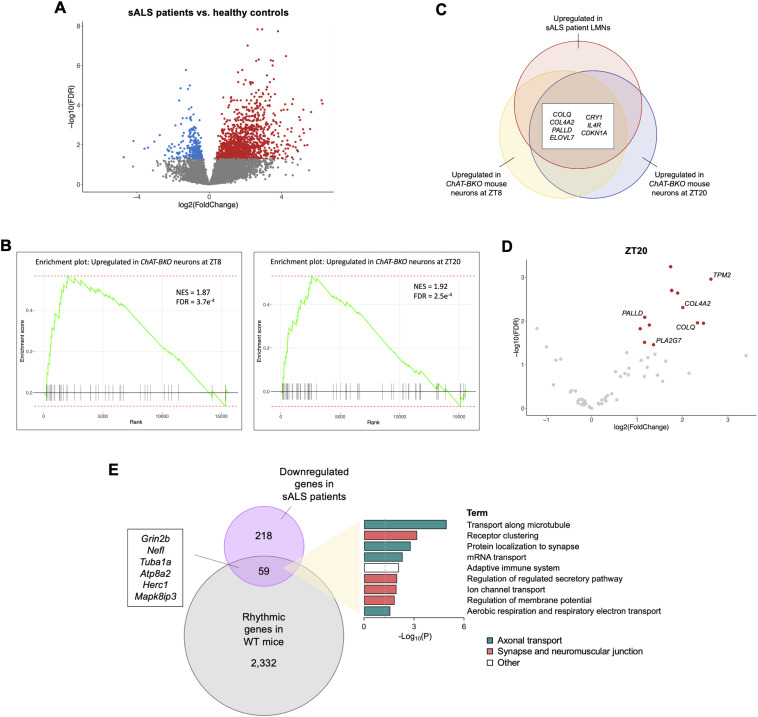
Cholinergic neuron circadian clock regulates sALS-associated cytoskeleton, ECM, and NMJ gene expression. **(A)** Volcano plot showing differentially expressed genes between sporadic ALS (sALS) patient lumbar spinal cord motor neurons (*n* = 13) and healthy controls (*n* = 8). Re-analysis of data set from Krach et al (2018). **(B)** GSEA plots showing enrichment of orthologous upregulated genes in *ChAT-BKO* neurons (*Bmal1*-knockout cholinergic neurons isolated from 6-mo-old male *ChAT-Cre;RiboTag*^*fx/+*^*;Bmal1*^*fx/fx*^ mice) at ZT8 and ZT20 (*n* = 6 per condition) among rank-ordered genes in sALS patient lower motor neurons (LMNs) (normalized enrichment score [NES] and false discovery rate [FDR]–adjusted *P*-value shown). **(C)** Orthologous upregulated genes in *ChAT-BKO* mouse neurons at ZT8 and ZT20 that are over-represented among upregulated genes in sALS patient LMNs (adjusted *P* < 0.01 in hypergeometric tests at both time points). **(D)** Volcano plot of orthologous upregulated genes in *ChAT-BKO* mouse neurons at ZT20 that are significantly enriched among upregulated genes in sALS patient LMNs. **(E)** Enrichment of orthologous sALS patient LMN downregulated genes (277 genes) associated with axonal transport and NMJ synaptic regulation among rhythmic genes in WT mouse cholinergic neurons (adjusted *P* < 0.01 in hypergeometric test).

Table S4. (A) Differentially expressed genes in sALS patient lumbar spinal cord motor neurons versus controls (re-analysis of data set from Krach et al [2018]). (B) Hypergeometric test for enrichment of DE genes in *ChAT-BKO* mouse cholinergic neurons among DE genes in sALS patient LMNs. (C) Upregulated genes in *ChAT-BKO* mouse cholinergic neurons that are enriched among upregulated genes in sALS patient LMNs. (D) Downregulated genes in sALS patient LMNs that are enriched among rhythmic transcripts in WT mouse spinal cord cholinergic neurons. (E) Upregulated genes in sALS patient LMNs that overlap with rhythmic transcripts in WT mouse spinal cord cholinergic neurons (no significant enrichment).

**Figure S4.**
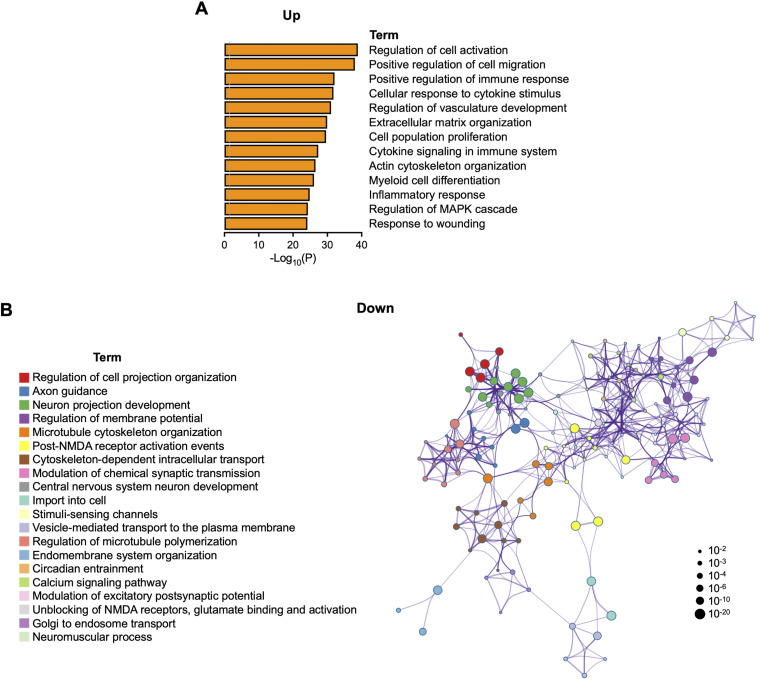
Pathway enrichment analysis of differentially expressed genes between sALS patient LMNs and healthy controls. **(A)** KEGG, GO, and Reactome functional pathway analyses of genes that are upregulated in sALS patient lumbar spinal cord motor neurons versus healthy controls. **(B)** Network interconnection map showing functional pathway enrichment of genes that are downregulated in sALS patient lumbar spinal cord motor neurons versus healthy controls. Circle nodes are color-coordinated by cluster identity. The size of each node is proportional to the number of genes within a given term. Terms with a similarity score > 0.3 are linked by an edge, with thicker edges reflecting higher similarity scores (*n* = 13 sALS patients and 8 healthy controls). Re-analysis of data set from Krach et al (2018).

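Table S4A lists 1269 genes as upregulated in sALS patient motor neurons, slightly fewer than the text of the paper gives, and 318 as downregulated. These genes were looked up by symbol among the genes tested in *ChAT-BKO* and control neurons, where 1052 and 259 had a match. This tests the sALS genes as lists within the mouse comparison, the reverse of ranking the patient genes, and no patient values were analysed here. The upregulated sALS list had a median log2 fold change of 0.02 at ZT8 and -0.02 at ZT20, against 0.01 and -0.02 for all genes. With limma's camera test at its preset correlation the list was not shifted at ZT8 (two-sided p = 0.250, 0.398 adjusted over the 8 list tests) or at ZT20 (p = 0.237, 0.398 adjusted). Camera placed the list above the other genes at ZT20 although its median and mean were below 0, because the median of all genes was lower still. With an estimated correlation between genes, camera gave p = 0.455 at ZT8 and p = 0.529 at ZT20, and fry gave p = 0.248 and p = 0.986.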

Gene set enrichment analysis (GSEA) showed that the orthologous upregulated genes in *ChAT-BKO* mouse cholinergic neurons at both ZT8 and ZT20 tended to be significantly upregulated in sALS patient LMNs as well (Fig 4B). Through hypergeometric testing, we found overlap and enrichment of several upregulated genes in *ChAT-BKO* mouse cholinergic neurons among upregulated genes in sALS patient LMNs, including ECM organization genes *COL4A2* and *COLQ*, actin cytoskeleton gene *PALLD*, core clock repressor gene *CRY1*, and fatty acid elongation factor *ELOVL7* (Fig 4C; Table S4B and C). Furthermore, our analysis revealed upregulation of actin filament stabilization gene *TPM2* and cytoskeleton-regulating gene *PLA2G7* with *Bmal1* loss at ZT20 (Lehtinen et al, 2017), as well as over-representation of these genes among the upregulated genes in sALS patient LMNs (Fig 4D). 

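Counted by symbol, 6 of the genes that edgeR called upregulated in *ChAT-BKO* neurons at ZT8 were also upregulated in Table S4A (*Cdkn1a*, *Col4a2*, *Colq*, *Cry1*, *Fut2*, and *Rps15a*), and 7 at ZT20 (*Cdkn1a*, *Colq*, *Cry1*, *Elovl7*, *Fut2*, *Palld*, and *Tpm2*). With DESeq2 the count at ZT20 was 12. The genes tested in the patient data are not listed in the tables used here, so this overlap was counted and not tested. *Col4a2* rose from 13.7 ± 2.18 to 22.3 ± 3.77 CPM at ZT8 (log2 fold change 0.69, SE 0.12, adjusted p = 0.0178 from edgeR), with 6 of 6 *ChAT-BKO* libraries above all controls, but was not called without *ChAT-BKO* replicate 3 (adjusted p = 0.0728). At ZT20 it rose by 0.58 (SE 0.13, adjusted p = 0.0747), with 5 of 6 libraries above all controls, and was called by DESeq2 (adjusted p = 0.00837, with up to 0.0734 under other alternatives), without *ChAT-BKO* replicate 4 (adjusted p = 0.0164), and without control replicate 6 (adjusted p = 0.0251). *Colq* rose by 0.69 at ZT8 (SE 0.12, adjusted p = 0.0189) and 0.65 at ZT20 (SE 0.12, adjusted p = 0.0240), with 6 of 6 libraries above all controls at both. It was not called at ZT8 without *ChAT-BKO* replicate 2 or 3 or control replicate 1 or 4 (adjusted p from 0.0564 without control replicate 1 to 0.0817 without control replicate 4). At ZT20 *Colq* was not called without *ChAT-BKO* replicate 1, 2, or 6 or control replicate 1, 3, 4, or 5 (adjusted p from 0.0514 without control replicate 1 to 0.0977 without control replicate 5). *Palld* rose by 0.42 at ZT8 (adjusted p = 0.0670 from edgeR, 0.00738 from DESeq2, and up to 0.0737 under other alternatives, and called without *ChAT-BKO* replicate 4 or control replicate 5, with adjusted p = 0.0406 and 0.0436) and by 0.44 at ZT20 (adjusted p = 0.0419). The ZT20 call of *Palld* held without *ChAT-BKO* replicate 4 or 5 or control replicate 4 and was lost without any other library (adjusted p from 0.0582 without *ChAT-BKO* replicate 2 to 0.154 without control replicate 5) and with limma voom (adjusted p = 0.0535). *Elovl7* rose by 0.33 at ZT8 (SE 0.08, adjusted p = 0.150 from edgeR, 0.0368 from DESeq2, and up to 0.199 under other alternatives) and by 0.41 at ZT20 (SE 0.07, adjusted p = 0.00469), where it was called without any 1 library, and had 6 of 6 libraries above all controls at both time points. *Rps15a* lies within 20 Mb of *Bmal1* on chromosome 7 and may share counts with its processed copies. At ZT8 it rose by 0.35 (adjusted p = 0.0176 from edgeR) and was not called without *ChAT-BKO* replicate 1 (adjusted p = 0.0585), *ChAT-BKO* replicate 3 (adjusted p = 0.0687), or control replicate 4 (adjusted p = 0.0721).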

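*Tpm2* rose from 6.73 ± 1.72 to 15.5 ± 5.17 CPM at ZT20 (log2 fold change 1.25, SE 0.21, adjusted p = 0.00632 from edgeR), with 5 of 6 *ChAT-BKO* libraries above all controls, and was called with any single library left out. *Tpm2* is among the muscle genes of Fig. 3F and, as given there, was not called in the fit of all 24 libraries. At ZT8 it changed by 0.28 (SE 0.50, adjusted p = 1), with a range of -0.73 to 0.80 when each library was left out, and the difference between the ZT20 and ZT8 effects was 0.98 (SE 0.62, adjusted p = 1.00 from edgeR). *Pla2g7* rose from 244 ± 15.4 to 285 ± 9.38 CPM at ZT20 (log2 fold change 0.22, SE 0.05), and all 6 *ChAT-BKO* libraries lay above all controls. It did not pass the correction over all genes with edgeR (adjusted p = 0.0808) but did with DESeq2 (adjusted p = 0.00229, with up to 0.127 under other alternatives) and, with edgeR, without control replicate 5 (adjusted p = 0.0346). At ZT8 *Pla2g7* rose by 0.18 (SE 0.06, adjusted p = 0.856 from edgeR), with 3 of 6 libraries above all controls.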

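Of the genes that edgeR called downregulated in *ChAT-BKO* neurons, 0 were downregulated and 0 were upregulated in Table S4A at either time point, counted by symbol. The genes called upregulated included 1 that is downregulated in Table S4A at ZT8, *Tspan33*, and 2 at ZT20, *Tspan33* and *Kcng4*. As a list, the downregulated sALS genes had p = 0.831 at ZT8 from camera with its preset correlation (two-sided, 259 genes). At ZT20 they were higher in *ChAT-BKO* neurons than other genes (p = 0.00442 from the same test, 0.0177 adjusted over the 8 list tests), which was not so with an estimated correlation between genes (p = 0.347), with fry (p = 0.491), without control replicate 2 (p = 0.0543), or without *ChAT-BKO* replicate 3 (p = 0.170).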

We did not observe enrichment of downregulated genes in *ChAT-BKO* mouse cholinergic neurons among downregulated genes in sALS patient LMNs or enrichment of up- or down-regulated genes among sALS patient differentially expressed genes with opposite directionality (Table S4B). Our findings highlight the overlapping transcriptomic changes driven by clock disruption and neurodegenerative disease and reiterate the importance of ECM and cytoskeleton organization in neuronal health.

ALS-linked mutations disrupt RNA processing events, including mRNA axonal transport and local translation (Kapeli et al, 2017; Nagano & Araki, 2021). Local translation enables the production of specific proteins when and where they are required, such as at synapses, where this process is critical for maintaining synaptic integrity and neurotransmission (Jung et al, 2020; Das et al, 2021). Notably, we found significant enrichment of 59 orthologous downregulated genes in sALS patient LMNs associated with axonal transport (e.g., *Nefl*, *Tuba1a*, and *Mapk8ip3*) and NMJ synaptic regulation (e.g., *Grin2b*, *Atp8a2*, and *Herc1*) among rhythmic genes in WT mouse cholinergic neurons (Fig 4E; Table S4D). Although our analysis revealed 112 genes that were both upregulated in sALS patient LMNs and rhythmically expressed in WT mouse cholinergic neurons (Table S4E), there was no significant enrichment of orthologous sALS patient upregulated genes (1,183 genes) among the WT mouse rhythmic genes (adjusted *P* = 0.99 in hypergeometric test). These data suggest that there is circadian regulation of sALS-associated processes on the mRNA level and support a role of the cholinergic neuron clock in mediating neurodegenerative phenotypes.

### Cholinergic neuron-specific *Bmal1* deletion drives neurodegeneration in lumbar spinal cord and sciatic nerve but does not alter mouse metabolic indices

Extensive loss of LMNs in the spinal cord and brain stem is a key neuropathological feature of ALS (Grad et al, 2017). Based on our transcriptomic analysis indicating a role of the cholinergic neuron clock in mediating neurodegenerative processes, we hypothesized that clock disruption may affect motor neuron health and survival. To test this, we performed Nissl staining and morphometric quantification of LMNs, with the criteria for motor neuron designation being neurons located in the ventral horn with cell bodies between 30 and 70 μm in diameter, the presence of a multipolar structure, and a visible nucleolus. We found a significant decrease in the number of motor neurons in lumbar spinal cord sections from mice with cholinergic neuron-specific *Bmal1* deletion (*ChAT-Cre;Bmal1*^*fx/fx*^ mice) compared with those from controls (*Bmal1*^*fx/fx*^ mice) (20% decrease in median counts) (Fig 5A–G).

**Figure 5.**
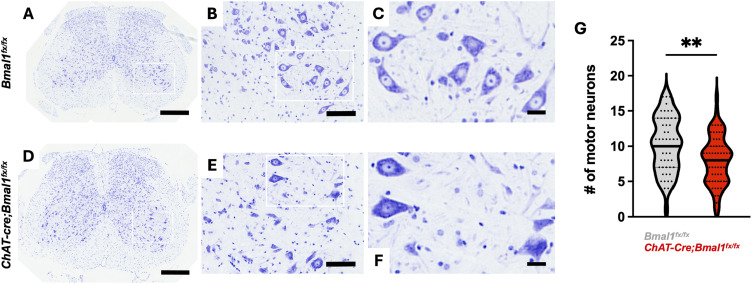
Cholinergic neuron-specific *Bmal1* deletion drives lumbar spinal cord motor neuron loss. **(A, B, C, D, E, F)** Representative images of Nissl-stained lumbar spinal cord sections from 5- to 7-mo-old male mice with cholinergic neuron-specific *Bmal1* deletion (*ChAT-Cre*;*Bmal1*^*fx/fx*^ mice) (D, E, F) and controls (*Bmal1*^*fx/fx*^ mice) (A, B, C). Scale bars represent 400 μm (A, D), 100 μm (B, E), and 25 μm (C, F). **(G)** Quantification of motor neurons per lumbar spinal cord section in *ChAT-Cre;Bmal1*^*fx/fx*^ and *Bmal1*^*fx/fx*^ mice (*n* = 5–6). Data are represented as median with interquartile range. Statistical significance was calculated by unpaired two-tailed *t* test (**P < 0.01).

The sciatic nerve enables cholinergic neuron innervation of hindlimb skeletal muscle at the NMJ, and sciatic nerve axon damage is associated with muscle denervation and ALS disease progression (Gordon et al, 2009; Moloney et al, 2014). Given the involvement of the clock in synaptic transmission (Gizowski et al, 2016; Marcheva et al, 2020), we next sought to test whether clock disruption alters NMJ innervation through changes to the sciatic nerve. We performed toluidine blue staining and transmission electron microscopy (TEM) to visualize alterations in sciatic nerve morphology. We observed a significant increase in the number of severely degenerated axons in mice with *Bmal1* loss (122% increase in average counts), as characterized by expansion of the myelin sheath and axoplasmic abnormalities, such as shrinkage of the axoplasm (Fig 6A–D) (Essawy et al, 2011; Anderson et al, 2016; Muzio et al, 2020). Axon degeneration is an intrinsic self-destruction mechanism that leads to axon loss during injury or disease, and the NAD^+^ hydrolase SARM1 was found to promote axonal degeneration (Gerdts et al, 2015). Of note, our data revealed that *Sarm1* mRNA is rhythmically expressed in spinal cord cholinergic neurons (adjusted *P* < 0.001) (Table S1A), which suggests that there may be circadian regulation of this mediator of axon degeneration. In line with our transcriptomic analysis of *Bmal1*-deficient cholinergic neurons, we demonstrate morphological changes to sciatic nerve axons that may contribute to altered NMJ dynamics.

**Figure 6.**
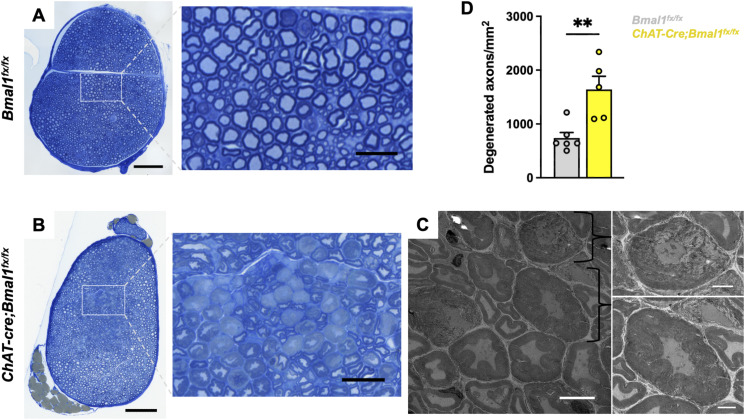
Cholinergic neuron-specific *Bmal1* deletion increases axon degeneration in sciatic nerve. **(A, B)** Representative images of toluidine blue-stained sciatic nerve sections from 5- to 7-mo-old male mice with cholinergic neuron-specific *Bmal1* deletion (*ChAT-Cre*;*Bmal1*^*fx/fx*^ mice) (B) and controls (*Bmal1*^*fx/fx*^ mice) (A). Scale bars represent 100 and 25 μm (magnified view). **(C)** Transmission electron microscopy (TEM) images of degenerated axons from *ChAT-Cre*;*Bmal1*^*fx/fx*^ mice shown in (B). Scale bars represent 5 and 2 μm (magnified view). **(D)** Quantification of degenerated axons per sciatic nerve section (measured in mm^2^) in *ChAT-Cre;Bmal1*^*fx/fx*^ and *Bmal1*^*fx/fx*^ mice (*n* = 5–6). Data are represented as the mean ± SEM. Statistical significance was calculated by unpaired two-tailed *t* test (**P < 0.01).

Circadian behavior includes rhythmic patterns of locomotor activity, respiration, and feeding (Bass & Takahashi, 2010), yet none of these parameters appeared to be altered with cholinergic neuron-specific *Bmal1* deletion (Fig S5A–C). Furthermore, we did not observe changes in mouse whole-animal body or spinal cord weights (Fig S5D and E). Therefore, we postulate that the cellular pathologies observed with cholinergic neuron clock disruption arise due to cell-autonomous defects.

**Figure S5.**
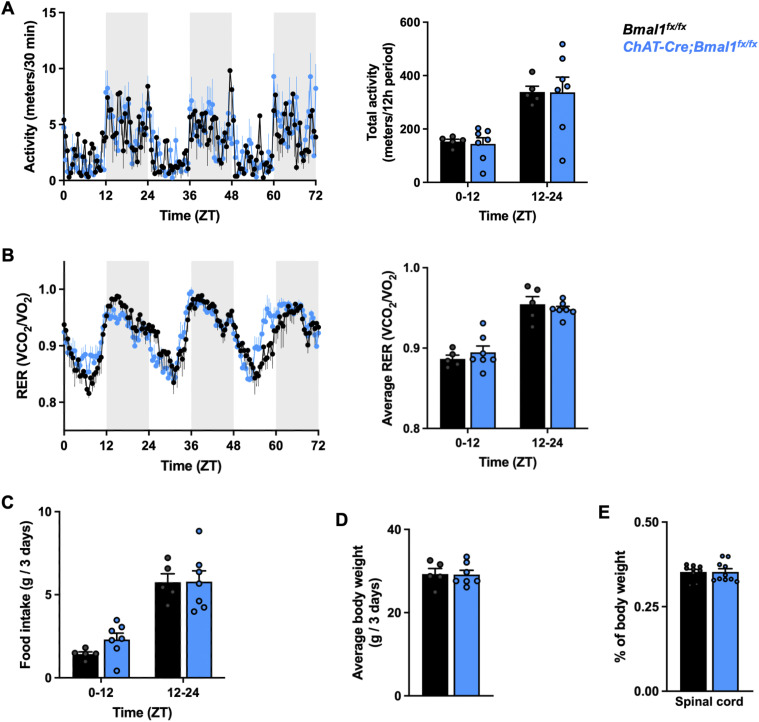
Cholinergic neuron-specific *Bmal1* deletion does not alter activity or RER rhythms, food intake, or weight. **(A, B)** Activity rhythms and total activity over 12 h (A) and respiratory exchange ratio (RER) rhythms and average RER over 12 h (B) in 5- to 7-mo-old male mice with cholinergic neuron-specific *Bmal1* deletion (*ChAT-Cre*;*Bmal1*^*fx/fx*^ mice) and controls (*Bmal1*^*fx/fx*^ mice) recorded over 3 d (*n* = 5–7). The shaded regions denote the dark/active time periods. **(C, D)** Cumulative food intake within each 12-h period (C) and average body weight (D) over 3 d (*n* = 5–7). **(E)** Weight of isolated spinal cords as a percentage of total body weight (*n* = 9–10). Data are represented as the mean ± SEM. **(A, B, C, D, E)** Statistical significance was calculated by two-way ANOVA, with no differences between control and experimental groups within each 12-h period and *P* < 0.0001 for all comparisons between light (ZT0-12) and dark (ZT12-24) periods (A, B, C), or unpaired two-tailed *t* test (D, E).

### Cholinergic neuron-specific *Bmal1* deletion drives alternative splicing of ALS-linked RBPs and genes associated with RNA metabolism

Given that circadian timing plays a role in RBP expression and alternative splicing in cholinergic neurons, we next investigated whether clock disruption through *Bmal1* deletion during the light and dark periods drives changes in splicing. Our analysis of *ChAT-BKO* cholinergic neurons harvested at ZT8 and ZT20 revealed 60 alternative splicing events across 49 unique genes during the light period, consisting of 34 SE, 5 MXE, 12 A3SS, and 9 A5SS (Fig 7A and C; Table S5A–D), and 50 alternative splicing events across 41 unique genes during the dark period, consisting of 37 SE, 1 MXE, 4 A3SS, and 8 A5SS (Fig 7A and C; Table S6A–D). We uncovered differentially spliced genes with multiple transcript variants in cholinergic neurons with *Bmal1* loss, including ALS-associated genes *Stk16* (at ZT8) and *Atg10* (at ZT20), both of which underwent multiple exon skipping events (Fig 7B) (Lee et al, 2015; Zhao et al, 2017; Wang et al, 2019; García-García et al, 2021). Microtubule-associated protein gene *Ccdc74a* and histone variant-encoding gene *H2az2* were the only overlapping alternatively spliced genes between the two time points (Fig 7C).

**Figure 7.**
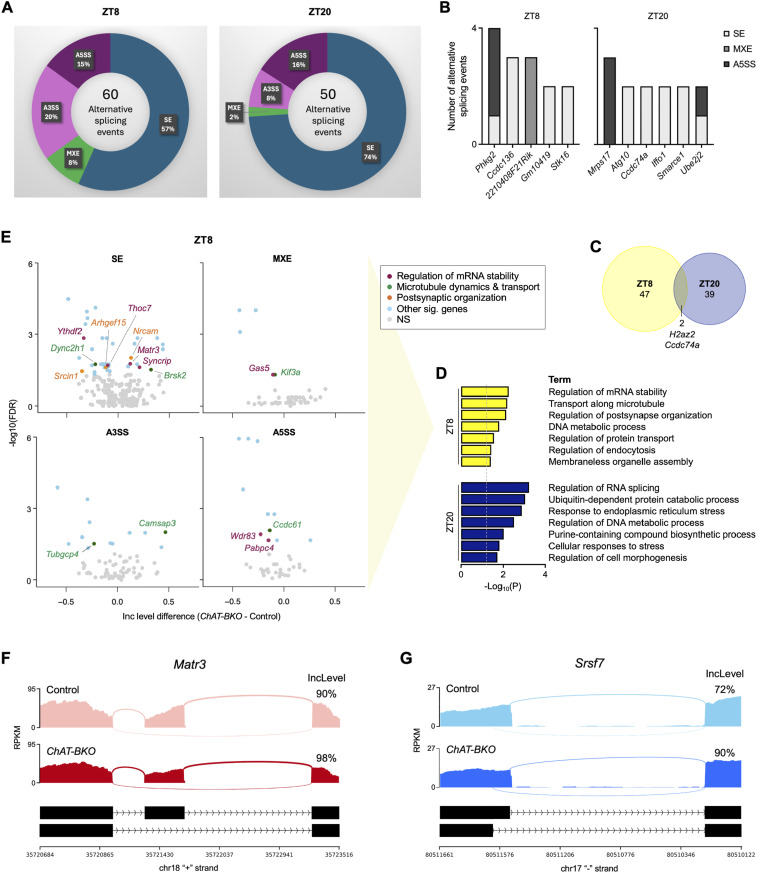
Cholinergic neuron-specific *Bmal1* deletion drives alternative splicing of ALS-linked RBPs and genes associated with RNA metabolism. **(A)** Alternative splicing events in *ChAT-BKO* (*Bmal1*-knockout cholinergic neurons isolated from *ChAT-Cre;RiboTag*^*fx/+*^*;Bmal1*^*fx/fx*^ mice) and control (WT cholinergic neurons isolated from *ChAT-Cre;RiboTag*^*fx/+*^ mice) neurons from 6-mo-old male mice at ZT8 and ZT20 determined by rMATS analysis (*n* = 6 per condition). SE, skipped exon; MXE, mutually exclusive exon; A3SS and A5SS, alternative 3′ and 5′ splice sites. **(B)** Differentially spliced genes with multiple transcript variants in *ChAT-BKO* cholinergic neurons at ZT8 and ZT20. **(C)** Overlap of alternatively spliced genes in *ChAT-BKO* cholinergic neurons at ZT8 and ZT20. **(D)** KEGG, GO, and Reactome functional pathway analyses of alternatively spliced genes in *ChAT-BKO* cholinergic neurons at ZT8 and ZT20. **(E)** Volcano plots of alternatively spliced genes by SE, MXE, A3SS, and A5SS in *ChAT-BKO* cholinergic neurons at ZT8, including several associated with mRNA stability, microtubule dynamics and transport, and postsynaptic organization. **(F, G)** Sashimi plots showing altered splicing of ALS-linked RBPs *Matr3* by SE in *ChAT-BKO* cholinergic neurons at ZT8 (F) and *Srsf7* by A5SS in *ChAT-BKO* cholinergic neurons at ZT20 (G), with exon inclusion levels indicated.

Table S5. Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT8 (skipped exons). (B) Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT8 (mutually exclusive exons). (C) Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT8 (alternative 3′ splice sites). (D) Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT8 (alternative 5′ splice sites).

Table S6. (A) Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT20 (skipped exons). (B) Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT20 (mutually exclusive exons). (C) Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT20 (alternative 3′ splice sites). (D) Genes with altered splicing in *ChAT-BKO* spinal cord cholinergic neurons versus controls at ZT20 (alternative 5′ splice sites).

Functional pathway analysis revealed enrichment for the regulation of mRNA stability and RNA splicing as the top terms among the genes that were differentially spliced in *ChAT-BKO* neurons at ZT8 and ZT20, respectively (Fig 7D), suggesting that *Bmal1* deletion in cholinergic neurons alters RNA metabolism. In addition to alternative splicing, RNA processing includes mRNA axonal transport along microtubules and local translation at synapses to enable efficient neurotransmission (Kapeli et al, 2017; Nagano & Araki, 2021). Deletion of *Bmal1* at ZT8 also resulted in altered splicing of several key genes related to mRNA stability, microtubule dynamics and transport, and postsynaptic organization (Fig 7E). Notably, *Ythdf2* was alternatively spliced by SE with *Bmal1* loss at ZT8 (Fig 7E). *Ythdf2* encodes the N6-methyladenosine (m6A) reader protein YTHDF2, which is an RBP that recognizes and directs m6A-modified RNAs; its dysregulation has been implicated in a number of neurological disorders (Song et al, 2024). Furthermore, YTHDF2 was found to accumulate in ALS spinal cord neurons and facilitate TDP-43–linked toxicity, and YTHDF2 knockdown prolonged the survival of human neurons with ALS-linked mutations (McMillan et al, 2023). In another example, we found that *Kif3a* was alternatively spliced by MXE with *Bmal1* loss at ZT8 (Fig 7E). *Kif3a* encodes the kinesin family molecular motor protein KIF3A, which was found to be reduced in sALS patient motor cortex (Pantelidou et al, 2007; Hirokawa et al, 2009). Interestingly, most of the alternatively spliced genes were distinct between the two time points assessed, and the alternatively spliced genes with *Bmal1* deletion at ZT20 were enriched for a different set of pathways, including ubiquitin-dependent protein catabolic process and response to cellular stress (Fig 7D). This demonstrates that there are time-of-day-dependent differences in cholinergic neuron circadian clock-mediated regulation of alternative splicing.

An early study comparing sALS lumbar spinal cord motor neurons with healthy controls noted little overlap between the differentially expressed and differentially spliced genes, positing that these cohorts of genes were largely distinct from one another (Rabin et al, 2010). Moreover, another report found minimal overlap between differentially expressed and differentially spliced genes in clock-disrupted pancreatic β-cells (0.6% and 4% overlap, respectively) (Marcheva et al, 2020). 

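The alternatively spliced genes are those of the study's rMATS analysis, 51 genes in Table S5 (ZT8) and 43 in Table S6 (ZT20), of which 50 and 42 were among the genes tested for expression. The text of the paper gives 49 and 41 unique genes. At ZT8, 0 of the 50 were called differentially expressed with edgeR, DESeq2, or limma voom, and 0 had an unadjusted p under 0.05. At ZT20, 0 were called with any of these tools and 2 had an unadjusted p under 0.05. With so few genes called among the 21738 tested, chance alone would also give an overlap of 0. The overlap therefore does not test whether expression and splicing change in separate genes. The unadjusted p-values and the fold changes show only that the spliced genes changed little in expression. The absolute log2 fold change of the spliced genes had a median of 0.06 and a maximum of 0.23 at ZT8, and a median of 0.04 and a maximum of 0.19 at ZT20. With the transcript length slope as a covariate, an alternative chosen after seeing the data, 1 spliced gene was called at ZT8, *Pacsin3* (log2 fold change 0.17, adjusted p = 0.0147 from edgeR).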

Consistent with these studies, we did not see any overlap between the differentially expressed and differentially spliced genes in *ChAT-BKO* cholinergic neurons at either time point. Collectively, our findings support that changes in splicing and mRNA abundance are regulated by distinct mechanisms that are downstream of the molecular clock. Of note, our gene expression and splicing analyses were conducted in mice in which we would expect to see the same neurodegenerative phenotypes observed in Figs 5 and 6, and thus, in addition to being a product of clock disruption, may also be affected by neurodegeneration.

Importantly, our data revealed altered splicing of genes that regulate mRNA stability and splicing in *ChAT-BKO* cholinergic neurons, including RBP-encoding genes *Matr3*, *Syncrip*, and *Thoc7* at ZT8 (Fig 7E) and *Srsf7*, *Snrnp70*, and *U2af2* at ZT20. Matrin-3 (MATR3) is an ALS-linked DNA- and RNA-binding protein that plays key roles in chromatin organization, RNA processing, and mediating NMDA-induced neuronal cell death (Giordano et al, 2005; Salton et al, 2011; Coelho et al, 2015). It functions as a repressor of exon inclusion during alternative splicing, and mutations have been associated with increased cryptic exon inclusion and inhibition of mRNA nuclear export (Johnson et al, 2014b; Coelho et al, 2015; Boehringer et al, 2017; Uemura et al, 2017; Khan et al, 2024). We found that *Matr3* was alternatively spliced in cholinergic neurons with *Bmal1* deletion during the light period with increased inclusion of a skipped exon (Fig 7F; Table S5A) corresponding to exon 16 in the human genome (GRCh38.p14; ENST00000509990.5; chr5:139273752-139329404) (Dyer et al, 2025). Interestingly, a recent case study linked duplications in *Matr3* exons 15 and 16 to ALS (Caputo et al, 2022). Our analysis further revealed that ALS-linked RBP serine/arginine-rich splicing factor 7 (SRSF7) was alternatively spliced by A5SS in cholinergic neurons with *Bmal1* deletion during the dark period (Fig 7G; Table S6D), with changes corresponding to an increase in the inclusion level of an exon 5 coding variant in the human genome (GRCh38.p14; ENST00000409276.5; chr2:38744893-38751358) (Dyer et al, 2025). Of note, SRSF7 depletion was found to decrease the abundance of stathmin-2 (STMN2), an ALS-associated microtubule binding protein important for axon maintenance and regeneration after injury (Klim et al, 2019; López-Erauskin et al, 2024; Beccari et al, 2025; Wang et al, 2025).

We establish that there is circadian clock regulation of the splicing of RBPs themselves—including RBPs associated with ALS—and that because the alternatively spliced RBPs at ZT8 and ZT20 are distinct, this process is time-of-day-dependent. Importantly, we demonstrate that ALS-linked RBPs are rhythmically expressed in WT cholinergic neurons and that, with *Bmal1* deletion, ALS-linked RBPs are differentially spliced. Given that RBP mutations are a hallmark of ALS and other neurological disorders, it would be interesting to consider how clock-dependent gene expression and splice variants of these RBPs contribute to their own dysregulation and their control of alternative splicing in health and disease.

## Discussion

Alternative splicing plays a crucial role in the generation of transcriptomic and proteomic diversity, especially in neuronal cells, whose complex and specialized functions render them particularly vulnerable to disruption. The circadian clock adds another layer of complexity to this process by modulating post-transcriptional events based on the time-of-day-specific energetic demands of each cell. Given the length of motor neuron axons and the extensive distances RNA cargo has to travel, motor neurons are uniquely susceptible to disturbances in RNA processing, including disruptions to axonal transport and local synaptic translation. Disrupted homeostasis of RBP mediators of RNA metabolism through mutation often results in neurological and neurodegenerative disorders, such as ALS. In healthy cells, RBP-bound mRNA is packaged into ribonucleoprotein (RNP) granules that are transported by motor proteins (e.g., dyneins and kinesins) along microtubules to axon terminals for local translation (Maday et al, 2014). Local translation of targeted mRNAs enables the production of specific proteins when and where they are needed, such as at neuronal synapses to maintain synaptic function (Jung et al, 2020; Das et al, 2021). Translation is also mediated by cellular stress, and RBP mutations have been shown to promote the formation of aberrant RNP stress granules—membraneless organelles that undergo phase transitions from transient liquid droplets to irreversible solid states (Kiebler & Bassell, 2006; Lin et al, 2015). These phase transitions often prevent RBPs from carrying out their normal functions.

Dysregulation of ALS-linked RBPs has been shown to disrupt multiple aspects of RNA metabolism. For example, ALS-linked FUS mutations were found to alter FUS regulation of a motor neuron survival factor SMN and inhibit its transport to axons (Groen et al, 2013), as well as impair RNP granule function by inducing phase transitions (Murakami et al, 2015; Patel et al, 2015). Furthermore, ALS-linked mutations in TAF15 were found to increase the number of TAF15-positive axonal and dendritic stress granules (Couthouis et al, 2011), and inhibition of TAF15 methylation resulted in the accumulation of TAF15 in TIA1-positive stress granules (Jobert et al, 2009). Our investigation into the link between two central evolutionarily conserved processes, the circadian clock transcriptional program and alternative splicing, yields important insight into time-of-day-dependent mechanisms of RBP regulation and RNA metabolism in cholinergic neurons. We demonstrate clock-dependent expression of the RBP ATXN2, a known regulator of the circadian clock (Lim & Allada, 2013; Zhang et al, 2013). In connection to neurodegenerative disease, polyglutamine (polyQ) repeat expansions in *ATXN2* cause spinocerebellar ataxia type 2 (SCA2) and increase the risk for development of ALS (Elden et al, 2010; Nussbacher et al, 2019; Glass et al, 2022). Pathogenic variants have been shown to aberrantly sequester TDP-43, inhibit mRNA transport and local translation, and reduce motor function and NMJ area (Vieira de Sá et al, 2024; Wijegunawardana et al, 2025). Of note, reduction of ATXN2 in transgenic mice was found to decrease TDP-43 aggregation and improve motor function and survival (Becker et al, 2017).

While our data support that neurodegenerative processes are mediated by the circadian clock in spinal cord cholinergic neurons—the cell-type of ALS disease pathogenesis—further investigation into how *Bmal1* loss influences the localization and function of ALS-linked RBPs (e.g., TDP-43 and FUS) would help establish a link between clock disruption and ALS-specific pathophysiology. In addition, functional analyses would be needed to inform causal relationships. Our work and previous studies demonstrating circadian regulation of alternative splicing in neurons and clock-dependent neurotransmission support that there may be clock-mediated RBP regulation of neurotransmitter release at motor neuron NMJ synapses (Shinohara et al, 2002; Gizowski et al, 2016; Wang et al, 2018; Marcheva et al, 2020). Cholinergic neurons release the neurotransmitter acetylcholine as a chemical messenger to transmit signals to other neurons and muscle cells in order to coordinate processes such as muscle contraction; acetylcholinesterase (AChE) is an enzyme that plays key roles in NMJ formation and acetylcholine breakdown during signal termination (Fernandez et al, 1986; Campanari et al, 2016). Decreased acetylcholine release because of motor neuron degeneration, as well as decreased AChE activity in muscle and cerebrospinal fluid, has previously been reported in ALS patients (Fernandez et al, 1986; Campanari et al, 2016; Drannik et al, 2017). Given the neurodegenerative phenotypes we observed along with our transcriptomic data demonstrating altered NMJ dynamics with *Bmal1* deletion, it would be interesting to explore functional changes in acetylcholine and AChE levels in clock-disrupted spinal cord cholinergic neurons, especially in relation to changes in the rhythmically expressed ALS-linked RBPs (i.e., *Fus*, *Hnrnpa2b1*, *Atxn2*, *Taf15*, and *Ncbp1*).

We show that 70 splicing-related RBP transcripts are rhythmically expressed in spinal cord cholinergic neurons, including several that are directly linked to ALS (see above). Future studies should address whether any of these rhythmic RBPs regulate the alternatively spliced transcripts observed with *Bmal1* deletion in this neuronal subtype. Previous cross-linking and immunoprecipitation followed by sequencing (CLIP-seq) studies and variations have identified RNA targets of disease-linked RBPs in neuronal tissue and cells, many of which we found to be rhythmically expressed or spliced in WT cholinergic neurons or differentially regulated in cholinergic neurons with *Bmal1* deletion (Table S7). For instance, we note that actin stress fiber gene *Limch1* is rhythmically spliced in both cholinergic neurons and an overlapping target of rhythmically expressed ALS-linked RBPs FUS, TAF15, and hnRNPA2B1 (Table S7) (Ibrahim et al, 2013; Nakaya et al, 2013; Martinez et al, 2016), suggesting that one or more of these RBPs may directly regulate its RNA processing and protein function in a time-of-day-dependent manner. In another example, *Snrnp70* encodes an essential small nuclear ribonucleoprotein (snRNP) component of the spliceosome and is a target of both TAF15 and hnRNPA2B1 (Wahl et al, 2009; Ibrahim et al, 2013; Martinez et al, 2016; Nikolaou et al, 2022). Our results demonstrate that *Snrnp70* is rhythmically expressed in WT cholinergic neurons and differentially spliced in cholinergic neurons with *Bmal1* deletion (Table S7), raising the possibility that circadian clock disruption alters TAF15 or hnRNPA2B1 regulation of *Snrnp70* in cholinergic neurons. Further insight into cell-type-specific RBP-RNA interactions would inform how clock-dependent mechanisms contribute to alterations in RNA metabolism observed with neurological disease and provide insight into novel therapeutic avenues.

Table S7. CLIP-targets of ALS-linked RBPs that are rhythmically expressed in spinal cord cholinergic neurons.

## Materials and Methods

### Animals

All animal procedures were conducted in accordance with regulations of the Institutional Animal Care and Use Committee at Northwestern University. All experiments were conducted using C57BL/6J mice maintained on a 12:12-h light/dark cycle. WT cholinergic neuron isolation was achieved by crossing *ChAT-Cre* mice (gift from L. Parisiadou, Northwestern University; JAX #006410) (Rossi et al, 2011) with *RiboTag*^*fx/fx*^ mice (obtained from Jackson Laboratories #029977) (Sanz et al, 2009) to generate *ChAT-Cre;RiboTag*^*fx/+*^ mice. These experiments were performed using 10-wk-old male mice. Cholinergic neuron-specific deletion of *Bmal1* was achieved by crossing *Bmal1*^*fx/fx*^ mice (gift from J. Bass, Northwestern University) (Johnson et al, 2014) with *ChAT-Cre* or *RiboTag*^*fx/fx*^ mice to ultimately generate *ChAT-Cre;Bmal1*^*fx/fx*^ mice (along with *Bmal1*^*fx/fx*^ littermate controls) and *ChAT-Cre;RiboTag*^*fx/+*^*;Bmal1*^*fx/fx*^ mice (along with *ChAT-Cre;RiboTag*^*fx/+*^ controls). These experiments were performed using 5- to 7-mo-old male mice to assess the added insult of older age on phenotype and transcriptional program.

### Activity, feeding, and weight measurements

Mice were individually housed in Promethion Core metabolic cages (Sable Systems International) where they were allowed free access to food and water and acclimated for 4 d before data collection. Locomotor activity (measured by beam breaks), respiratory exchange ratio (RER) (measured by the rate of carbon dioxide emission [VCO_2_] divided by the rate of oxygen consumption [VO_2_]), food intake, and body weight were continuously monitored for 3 d. To obtain spinal cord measurements, fresh spinal cord tissue was isolated, weighed, and normalized to mouse whole-body weight.

### Protein gel electrophoresis and immunoblotting

Whole-cell lysates were prepared in RIPA lysis and extraction buffer (89900; Thermo Fisher Scientific) supplemented with 1X Protease Inhibitor Cocktail (P8340; Sigma-Aldrich). Protein levels were quantified using the Pierce BCA protein assay kit (A65453; Thermo Fisher Scientific). Protein extracts were then subjected to SDS-PAGE gel electrophoresis and transferred to nitrocellulose membranes (1620115; Bio-Rad). Primary antibodies used were BMAL1 (1:1,000 dilution; D2L7G; Cell Signaling), ATXN2 (1:2,000 dilution; 21776-1-AP; Proteintech), VAChT (1:1,000 dilution; MA5-27662; Invitrogen), and β-ACTIN (1:5,000 dilution; NB600501; Novus Biologicals). Species-specific IRDye secondary antibodies were used (1:10,000 dilution; LI-COR Biotech LLC).

### Primary spinal cord motor neuron culture and siRNA transfection

Embryonic day 15 (E15) rat spinal cord was isolated and dissociated by incubation with 0.25% trypsin–EDTA (25200056; Gibco) for 15 min at 37°C. Samples were then centrifuged at 300 RCF for 10 min in Neurobasal media (21103049; Gibco) containing B-27 (A3582801; Gibco), 2.5% DNase I, and 4% BSA. Cells were resuspended by gentle up and down pipetting. The spin-resuspension process was then repeated. Motor neurons were enriched by adding 1 ml BSA to the bottom of the resuspension tube. Cultures were then plated onto poly-lysine-coated plates and maintained in conditioned Neurobasal media containing 10% horse serum. On day in vitro (DIV) 1, primary neurons were transfected with either three siRNAs targeting the knockdown of *Bmal1* in equal proportion (s131939-41; Thermo Fisher Scientific) or Silencer Select Negative Control siRNA (4390843; Invitrogen), using Lipofectamine RNAiMAX transfection reagent (13778150; Invitrogen) and reduced serum Opti-MEM I (31985062; Gibco) in antibiotic-free media. On DIV4, cultures were treated with 5 μM AraC (C6645; Sigma-Aldrich) for 48 h to arrest astrocyte proliferation (Mojsilovic-Petrovic et al, 2009). On DIV14, neurons were collected for immunoblotting (as described above).

### Lumbar spinal cord immunohistochemistry

Mice were anesthetized with intraperitoneal injection of Euthasol (390 mg/ml pentobarbital sodium, 50 mg/ml phenytoin sodium), and then transcardially perfused with PBS followed by 4% PFA in 0.4 M phosphate buffer (pH 7.4). Lumbar spinal cord was isolated, postfixed in the same fixative overnight at 4°C, and paraffin-embedded. 6-μm-thick sections were cut and mounted onto slides. Samples were then deparaffinized and hydrated before antigen retrieval by treatment with Antigen Decloaker (CB910M; Biocare Medical) in a high-pressure chamber for 20 min at 121°C (Deng et al, 2011). For immunohistochemistry, endogenous peroxidase activity was inhibited using 2% hydrogen peroxide. Samples were blocked for nonspecific binding by incubation with 1% BSA for 1 h at RT, and subsequently incubated with BMAL1 primary antibody (1:500 dilution; NB100-2288; Novus Biologicals) in a humidified chamber overnight at 4°C. The next day, samples were incubated with species-specific Alexa Fluor secondary antibody (1:500 dilution; Invitrogen) in the dark for 1 h at RT. Finally, samples were mounted with ProLong Gold Antifade Mountant (P36930; Invitrogen) and imaged on a DMI4000B confocal microscope (Leica Microsystems).

### Lumbar spinal cord Nissl staining and morphometric quantification

Mice were anesthetized with intraperitoneal injection of Euthasol (390 mg/ml pentobarbital sodium, 50 mg/ml phenytoin sodium), and then transcardially perfused with PBS followed by 4% PFA in 0.4 M phosphate buffer (pH 7.4). Lumbar spinal cord was isolated, postfixed in the same fixative overnight at 4°C, and paraffin-embedded. 6-μm-thick sections were cut and mounted onto slides. Samples were then deparaffinized and hydrated, before staining with heated Cresyl Violet acetate (C5042; Sigma-Aldrich) solution for 10 min and differentiation in 90% ethanol for 20 min. Finally, samples were dehydrated in ethanol, cleared in xylene, and mounted with DPX Mountant (06522; Sigma-Aldrich). Tile-stitched images at 20× magnification were acquired using TissueFAXS PLUS (TissueGnostics) to obtain whole spinal cord cross sections. After images were blinded, motor neurons were counted in every sixth section in an average of 11 sections per animal. Criteria for motor neuron designation were neurons located in the ventral horn with cell bodies between 30 and 70 μm in diameter, the presence of a multipolar structure, and a visible nucleolus.

### Sciatic nerve transmission electron microscopy and morphometric quantification

Mice were anesthetized with intraperitoneal injection of Euthasol (390 mg/ml pentobarbital sodium, 50 mg/ml phenytoin sodium), and then transcardially perfused with PBS followed by 4% PFA in 0.4 M phosphate buffer (pH 7.4). The sciatic nerve was isolated and immersion-fixed in 0.1 M sodium cacodylate buffer (pH 7.35) containing 2.5% glutaraldehyde and 2% PFA overnight at 4°C. Tissue was post-fixed in 2% osmium tetroxide, en bloc stained with 3% uranyl acetate, and dehydrated in ascending grades of ethanol followed by propylene oxide. Samples were then embedded in EMbed 812 Resin (14900; Electron Microscopy Sciences) and cured overnight in a 60°C oven. 1-μm-thick sections were cut using the EM UC6 Ultramicrotome (Leica Microsystems) and stained with toluidine blue O. Tile-stitched images at 40× magnification were acquired using TissueFAXS PLUS (TissueGnostics) to obtain whole nerve cross sections. After images were blinded, severely degenerated axons, characterized by expansion of the myelin sheath and axoplasmic abnormalities (e.g., shrinkage of the axoplasm) (Essawy et al, 2011; Anderson et al, 2016; Muzio et al, 2020), were counted within each nerve section and divided by the total area of the section (in mm^2^). For transmission electron microscopy (TEM), ultrathin 70-nm sections were mounted onto mesh copper grids and stained with uranyl acetate and Reynolds lead citrate. Images at 1,400× and 2,900× magnification levels were captured at 80 kV using Tecnai G2 Spirit (FEI Company) and Tecnai Imaging and Analysis Software.

### Cholinergic neuron ribosome immunoprecipitation and RNA isolation

Spinal cord tissue was isolated and snap-frozen from 10-wk-old *ChAT-Cre*;*RiboTag*^*fx/+*^ mice at ZT0, 4, 8, 12, 16, and 20 or from 6-mo-old *ChAT-BKO* (*ChAT-Cre;RiboTag*^*fx/+*^*;Bmal1*^*fx/fx*^) mice and controls (*ChAT-Cre;RiboTag*^*fx/+*^) at ZT8 and ZT20. All samples for each experiment were processed on the same day. Homogenization buffer consisting of 1% sodium deoxycholate, 50 mM Tris (pH 7.5), 100 mM KCl, 12 mM MgCl_2_, 1% Tergitol (NP-40), 1 mM dithiothreitol (DTT), 200 U/ml RNasin Ribonuclease Inhibitor (N2115; Promega), 1 mg/ml heparin, 100 μg/ml cycloheximide, and Protease Inhibitor Cocktail (P8340; Sigma-Aldrich) was made fresh and prechilled. One spinal cord was placed in a 2-ml Dounce homogenizer vessel on ice with 2 ml homogenization buffer, and homogenized with 30 strokes of “pestle A” followed by 30 strokes of “pestle B.” The homogenate was then centrifuged at 10,000 RCF for 10 min at 4°C. TRIzol reagent (15596026; Invitrogen) was added to 80 μl of the spun homogenate and frozen at −80°C as pooled Input (RNA from whole spinal cord). 800 μl of the remaining non-pelleted homogenate was incubated with 4 μl of anti-HA antibody (901514; BioLegend) for 4 h at 4°C with end-over-end rotation. Samples were then incubated with 200 μl of pre-washed protein A/G magnetic beads (Pierce, 88803; Thermo Fisher Scientific) overnight at 4°C with end-over-end rotation. High salt buffer consisting of 50 mM Tris (pH 7.5), 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 0.5 mM DTT, and 100 μg/ml cycloheximide was made fresh and prechilled. Samples were placed on a magnetic stand on ice and washed three times with high salt buffer (800 μl per wash) to remove non-specific binding from the immunoprecipitate (IP) product. After careful removal of high salt buffer, samples were treated with 700 μl of TRIzol reagent and frozen at −80°C until RNA was extracted using the Direct-zol RNA MicroPrep kit (R2062; Zymo Research Corp.) following the manufacturer’s instructions.

### Quantitative real-time PCR

After RNA isolation, cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (4368813; Applied Biosystems). Quantitative real-time PCR (qPCR) was performed with iTaq Universal SYBR Green Supermix (1725124; Bio-Rad) using CFX384 Touch Real-Time PCR System (Bio-Rad) and analyzed using Bio-Rad CFX Manager Software (v3.1). Relative expression levels normalized to β*-actin* (steady between conditions) were determined using the comparative CT method. All primer sequences are listed in Table S8.

Table S8. qPCR primer sequences.

### Library preparation and RNA sequencing

After RNA isolation, RNA quality was assessed by Bioanalyzer (Agilent) and those with an RNA Integrity Number (RIN) greater than 7 were used for library prep. Libraries were constructed from 100 or 300 ng of RNA (for rhythmic or differential analyses, respectively) using the Illumina Stranded mRNA Prep kit (20040534; Illumina) according to the manufacturer’s instructions. Libraries were quantified by both Bioanalyzer (Agilent) and qPCR-based quantification (Kapa Biosystems). 150-bp paired-end sequencing was performed on a NovaSeq X Plus (Illumina) to a minimum depth of 30 M reads. Sequences were aligned to the mm10 transcriptome with STAR (v2.7.5) using the –quantMode Transcriptome and GeneCounts options. Gene counts were obtained from mm10 annotations (Ensembl 98) using rsem-calculate-expression (v1.3.0).

### Differential expression, differential splicing, and rhythmicity analyses

Differential mRNA expression analysis was performed using DESeq2 (v1.32.0) after removal of genes with < 10 assigned counts. Differentially expressed transcripts were defined as having a false discovery rate (FDR)–adjusted *P*-value < 0.05. Alternative splicing analysis was performed using replicate multivariate analysis of transcript splicing (rMATS) (v4.0.2) (Shen et al, 2014) to quantify reads across annotated splice junctions present in the mm10 assembly. Differentially spliced transcripts were defined as having an FDR-adjusted *P*-value < 0.05 and a minimum exon inclusion level difference > 10%. Rhythmic splicing analysis was performed by first calculating psi values for all common alternative splicing events at each time point relative to ZT0. Rhythmic mRNA expression and rhythmic splice frequency throughout the day were assessed by JTK_Cycle analysis (Hughes et al, 2010), allowing for period lengths of 20, 24, or 28 h to account for 4-h sampling frequency. Rhythmicity was determined by an FDR-adjusted *P*-value < 0.05. KEGG, GO, and Reactome pathway enrichment analyses were performed using limma and biomaRt (v2.48.2), ShinyGO (v0.77) (Ge et al, 2020), Metascape (Zhou et al, 2019), and Cytoscape (Shannon et al, 2003). Certain plots were made in R (v4.0.3) using ggplot2 (v3.3.0), gplots (v3.1.1), pheatmap (v1.0.12), and fgsea (v1.16.0).

### Statistical analysis

Results are presented as the mean ± SEM unless otherwise indicated. Statistical analyses were performed by unpaired two-tailed *t* test or analysis of variance (ANOVA) with corrections for multiple comparisons, where applicable. Hypergeometric tests were used to determine enrichment of genes from one dataset within another. The Wald test with the Benjamini-Hochberg correction for multiple comparisons was used for statistical analysis of normalized count data from DESeq2. *P*-values < 0.05 were considered statistically significant. Detailed information on genotype, sample size, and *P*-value can be found within individual figures and figure legends.

## Supplementary Material

Reviewer comments

## Data Availability

All raw and processed sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus under the accession number GSE297457.

How the deposited data were processed for this re-analysis (not part of the article)

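Cholinergic neuron mRNA was isolated by HA immunoprecipitation (IP) of ribosomes from the spinal cord of 6-mo-old male *ChAT-BKO* mice and controls at ZT8 and ZT20, with 6 mice in each of the 4 conditions, and sequenced as 24 IP libraries beside 1 pooled input. The authors aligned the reads with STAR and estimated counts per gene with RSEM, and the values are these expected counts as deposited by the authors, without normalization or filtering. They cover 50559 genes in 25 columns, of which 0 were left out, and 21076 genes had no count. Of all values, 6.12% were not whole, and counts were rounded to whole numbers. Conditions and replicate numbers were taken from the sample labels. Genes are listed by symbol, and positions from a reference annotation of GRCm38, the assembly also named mm10, were found for 97.9% of the genes and used only to tell which genes lie within 20 Mb of *Bmal1*.

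Expression was tested in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts summed over the 24 IP libraries were kept, which left 21738 genes. The methods of the paper remove genes with fewer than 10 counts, and the sum over libraries was taken as the meaning of this limit. Libraries were normalized by TMM and fitted with edgeR's quasi-likelihood model, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. All p-values from edgeR, DESeq2, limma, camera and fry are two-sided. Genes with an adjusted p under 0.05 are called differentially expressed. The comparisons were *ChAT-BKO* versus control at ZT8 and at ZT20, each on its own 12 libraries, the difference of these 2 effects on all 24 libraries, and ZT20 versus ZT8 within controls and within *ChAT-BKO* neurons. The SE of a log2 fold change was derived from the F statistic. Normalized counts are CPM on TMM-scaled library sizes, and log2 CPM has a prior count of 2. The pooled input entered no test and was compared with the IP libraries as a log2 ratio of CPM.

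Lists of genes were tested with limma 3.58.1 by camera, with a preset correlation of 0.01 between genes, and again by fry and by camera with an estimated correlation. These were 20 skeletal muscle markers, the upregulated and downregulated genes of Table S4A matched by symbol without regard to case, and the 70 genes of Table S1C. Other lists were summarised by counts and medians, namely the genes of Fig. 3E, Fig. 3F, Fig. 2A, Fig. 3G and Table S3C, core clock genes, markers of cholinergic, excitatory and inhibitory neurons, oligodendrocytes, astrocytes, microglia, endothelial and vascular cells, fibroblasts and meninges, axon injury genes, sex-specific genes, pseudogenes of Table S3 with their parent genes, and the alternatively spliced genes named in the text. Overlaps were tested by Fisher's exact test (two-sided), and means of 6 against 6 libraries by exact permutation tests (two-sided), for which the smallest possible p is 0.00216.

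The genes named in the text were the 5 with the smallest adjusted p in each direction at each time point, the genes that the paper names for expression in *ChAT-BKO* neurons, and the members of the lists, and this rule was written with the values of the paper's tables in view. Some of these genes are not reported here and were left out of the lists after the first run. For the comparisons of time points and the difference of effects, the rule named the 5 genes with the smallest adjusted p. Genes outside this rule, namely *Gm48551*, *Pacsin3*, *Tspan33*, *Kcng4*, *Fut2*, *Arl6ip1*, *Lrrc32*, *Rps15a-ps5*, *Btbd11*, *Ly6e* and *Tcap*, were named after their values were seen.

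These choices were made before the data were examined, as were the alternatives, which were DESeq2 1.42.0 with its own defaults, DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, replicate number as a block, limma voom with sample quality weights, an adjusted p under 0.01, all 24 libraries in the fit, each library left out in turn, the genes within 20 Mb of *Bmal1* left out, the counts of a parent gene summed with its pseudogenes, and TMM with the input. A further alternative, each library's slope of log2 CPM on log2 transcript length as a covariate, was chosen after seeing the data. To learn how often chance gives as many calls, 100 splits of the libraries of each comparison of 2 groups were drawn with a fixed seed, and fewer for the slower fits. The edgeR fits were tested on simulated data with the same library sizes, in which 200 of 21738 genes were changed by log2 1.5. Of these, 99.5% were recovered at ZT8, 100% at ZT20 and 96.5% for the difference of effects, and false calls made up 3.59%, 3.96% and 7.01% of the calls. The changed genes were drawn from well expressed genes, and the simulated spread followed the common trend without a length slope between libraries. How often smaller changes are recovered was not measured. The absence of a call in the data, also for the difference of effects, is therefore not shown to be the absence of a change.

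Total counts per library ran from 4.04 to 31.7 M, and the level that 0 counts allow is given with the data. The splicing analysis, the time course in wild-type mice, the histology, the rat cell experiments and the patient data were not used here, apart from the gene lists of the supplementary tables. Table S1A was not used here.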

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

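Of the tests in this part, some were chosen only after the result was seen. They are those of genes near *Bmal1* without the muscle genes, of glial markers beside the muscle genes, and of gene length. Library totals, length slopes, the mean of the 20 skeletal muscle genes, and the log2 CPM of many genes named in the text were searched for single libraries far from the other 5 of their condition (Dixon's test at the 95% level). Other named genes, such as *Acta1*, *Sprr1a*, and *Hspa1b*, were not searched. Of 244 groups of 6 libraries, 16 held such a library, where chance alone gives 12.2, about 1 in 20. Among these, 6 were muscle values of *ChAT-BKO* replicate 4 at ZT8, which are not independent of each other: the mean log2 CPM of the 20 skeletal muscle genes (2.71, with 0.04 as the next highest of the condition), *Tpm2* (5.43), *Mylpf* (3.30), *Pgam2* (1.70), *Myoz1* (1.59), and *Ttn* (1.27). Low depth does not account for these values, as the library held 16.8 M counts and had counts of all of them above those of its group. Skeletal muscle tissue carried into this sample would raise muscle genes together, and those outside Fig. 3F rose with those of Fig. 3F, but this was not tested for the single library. High values were also seen in controls at ZT8 (1.82 in replicate 2 and 1.25 in replicate 3). No biological explanation was tested for a single library, and a change in the neurons of that mouse stays open.

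Control replicate 5 at ZT20 held 31.7 M counts, against 15.6 M in the next deepest control at ZT20. Normalization by library size accounts for depth, and without this library 36 genes were called at ZT20, 33 of them among the 50 called with it. In each of the other 9 groups the value was the highest of its condition for *Nr1d1* in control replicate 1 at ZT20 (5.99), *Colq* in *ChAT-BKO* replicate 6 at ZT20 (3.44), and *Pla2g7* in *ChAT-BKO* replicate 4 at ZT20 (8.25). It was the lowest for *Ncbp1* in control replicate 3 at ZT8 (5.28), *Scd3* in *ChAT-BKO* replicate 5 at ZT8 (2.91) and control replicate 4 at ZT20 (1.76), *Ttn* in control replicate 1 at ZT8 (-2.66, from 0 counts), and *Asb2* in control replicate 6 at ZT8 (0.57) and *ChAT-BKO* replicate 6 at ZT20 (0.90). *ChAT-BKO* replicate 5 at ZT8 was the shallowest library of all, at 4.04 M counts. At 1 group in 20, chance gives more than 9 such groups, and no other explanation, technical or biological, was tested for these single values.

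The 20 skeletal muscle genes outside Fig. 3F are absent from Tables S3A and S3B, and the paper does not report on them. At ZT20 edgeR called 3 of them, *Tnnt3* (log2 fold change 2.40, adjusted p = 0.0423), *Tnnc2* (2.24, adjusted p = 0.0463), and *Acta1* (2.20, adjusted p = 0.0495), each with 5 of 6 *ChAT-BKO* libraries above all controls. Adjusted over the list alone 14 of 20 passed, 15 had an unadjusted p under 0.05, DESeq2 called 1, and limma voom called 0. The 3 calls were each lost without any 1 of several libraries. *Acta1* was called without *ChAT-BKO* replicate 4 or 5 or control replicate 6 and lost without any other library (adjusted p from 0.0525 without control replicate 2 to 0.178 without control replicate 5). *Tnnt3* was lost without *ChAT-BKO* replicate 1, 2, or 6 or control replicate 1, 3, 4, or 5 (adjusted p from 0.0627 to 0.152), and *Tnnc2* without *ChAT-BKO* replicate 1, 2, 3, 5, or 6 or control replicate 1, 3, 4, or 5 (adjusted p from 0.0591 to 0.181). As a list the 20 genes were higher with any library left out, with camera p (preset correlation) between 6.96e-22 without *ChAT-BKO* replicate 4 and 8.19e-10 without *ChAT-BKO* replicate 6, which takes the genes as almost independent. With an estimated correlation and all libraries, camera gave p = 0.0248.

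Skeletal muscle tissue carried into spinal cord samples would raise all muscle genes together in the samples that it reached, of either genotype. A response of all *ChAT-BKO* neurons would raise them in 6 of the 6 *ChAT-BKO* libraries at ZT20. Carried tissue was taken to reach 1 to 3 of these libraries, but this limit has no basis in the design. The mean of the 20 genes lay above all controls in 5 of 6 libraries (1.88, 1.22, 1.87, 1.00, and 2.04 in replicates 1, 2, 3, 5, and 6) and below them in replicate 4 (-0.55). Since carried tissue can reach any number of samples, the count of 5 does not decide between the explanations. At ZT8 the mean was high in *ChAT-BKO* replicate 4 (2.71) and in control replicates 2 and 3 (1.82 and 1.25). The other ZT8 libraries were at most at 0.76 (control replicate 6). Loss of *Bmal1* cannot account for the high controls. At ZT20, tissue carried into samples and a change with *Bmal1* deletion cannot be told apart for these genes. *Acta1*, at 3.44 CPM in controls and 14.1 CPM in *ChAT-BKO* neurons at ZT20, was at 65.4 CPM in the pooled input (log2 ratio of the IP to the input -3.77), and *Ckm* was at 35.7 CPM there (-4.19), so that spinal cord RNA before the IP held muscle transcripts. More RNA of other spinal cord cells in the IP of *ChAT-BKO* libraries as the whole cause is excluded, because the 12 markers of oligodendrocytes and astrocytes, which the IP depleted as well, had a median log2 fold change of 0.023 at ZT20 and at most 0.20, against a median of 1.92 for the 20 muscle genes. Gene length does not account for the calls, as 50 of the 50 genes called at ZT20 were still called with the length slope as a covariate. A biological effect of *Bmal1* deletion limited to ZT20 stays open but was not shown, because the difference between the ZT20 and ZT8 effects did not pass for *Acta1* (log2 1.84, adjusted p = 1.00 from edgeR) or *Atp2a1* (2.63, adjusted p = 1.00).

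ZT20 and ZT8 were compared within each genotype, which the paper does not report for these mice. In controls 25 genes were called with edgeR (21 higher and 4 lower at ZT20; 1793 at an unadjusted p under 0.05), and in *ChAT-BKO* neurons 62 (50 higher and 12 lower; 2048 at an unadjusted p under 0.05). DESeq2 called 127 and 225, and limma voom 34 and 45. The genotypes shared 16 of these genes, all 16 changed in the same direction (two-sided Fisher's exact test, p = 4.64e-36). Without 1 library, controls gave 12 calls without replicate 1, 14 without 4, and 16 without 6 at ZT8, and 12, 12, 11, 14, and 11 without replicate 1, 2, 3, 4, and 6 at ZT20, and *ChAT-BKO* neurons gave 33, 37, and 36 without replicate 1, 3, and 5 at ZT8. Of 100 splits of the 12 control libraries, 1, the real one, gave as many calls, as did 1 of 100 in *ChAT-BKO* libraries, so that chance can be excluded for both counts at this level (the most in any other split was 3 and 26).

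In controls the smallest adjusted p was 0.00740, for *Tra2a* (log2 0.55), *Acin1* (0.40), *Dbp* (-0.86), *Banp* (0.89), and *Xbp1* (0.54), each with 6 of 6 ZT20 libraries on 1 side of all ZT8 libraries and each called with any library left out. In *ChAT-BKO* neurons the changes with small adjusted p included those of *Banp* (1.40, adjusted p = 6.39e-06 from edgeR), *Hspa1b* (1.63, adjusted p = 9.25e-06), *Xbp1* (0.57, adjusted p = 1.24e-04), and *P4ha1* (0.70, adjusted p = 4.65e-04), again with 6 of 6 libraries and called with any library left out. In controls *Hspa1b* changed by 0.67 (adjusted p = 0.212, but 0.0290 without replicate 1 at ZT8). *P4ha1* rose by 0.53 in controls (adjusted p = 0.0332) and was not called without replicate 2, 3, 4, or 6 at ZT20 or replicate 1 or 4 at ZT8 (adjusted p from 0.0528 without replicate 2 to 0.108 without replicate 6 at ZT20). The genotypes were not shown to differ, since the difference was 0.97 for *Hspa1b* (SE 0.25) and 0.17 for *P4ha1* (adjusted p = 1.00 for each from edgeR). Gene length bias argues little here, as the length slopes did not differ between the time points (exact permutation test, two-sided p = 0.812 in controls and 0.898 in *ChAT-BKO* libraries). The second principal component of the 24 libraries (10.0% of the variance) placed 12 of 12 ZT8 libraries on 1 side and 12 of 12 ZT20 libraries on the other. The time of collection is the difference that the design names, and any difference in handling between ZT8 and ZT20 samples would follow it exactly, so that these cannot be told apart.

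Of the 64 genes with a known position that were called at ZT8 or ZT20, *Bmal1* itself left out, 7 (10.9%) lie within 20 Mb of *Bmal1* on chromosome 7, against 454 of the 21277 tested (2.13%; two-sided Fisher's exact test, p = 4.18e-04). Their log2 fold changes at ZT8 and ZT20 were 0.31 and 0.28 for *Arl6ip1*, 0.40 and 0.44 for *Il4ra*, 1.31 and 0.70 for *Lrrc32*, 0.31 and 0.44 for *Mical2*, 0.35 and 0.22 for *Rps15a*, 0.29 and 2.93 for *Atp2a1*, and -0.22 and 2.09 for *Mylpf*. *Il4ra* was not called at ZT8 without *ChAT-BKO* replicate 3 (adjusted p = 0.0513), and *Lrrc32* was called at ZT8 with all libraries (adjusted p = 0.0432) or without control replicate 3 or 6, but not without any other (adjusted p from 0.0568 without control replicate 2 to 0.134 without *ChAT-BKO* replicate 3). *Arl6ip1* and *Il4ra* at ZT20 were called with any library left out, whereas the calls of *Mical2*, *Mylpf*, and *Rps15a* were each lost without any 1 of several libraries, as given with those genes. Flanking DNA of the donor strain of the floxed *Bmal1* allele, which *ChAT-BKO* mice carry and controls do not, may account for part of these genes. It calls for an excess near *Bmal1* with changes alike at ZT8 and ZT20. The 5 genes outside the muscle lists were in excess (5 of 56, 8.93%, against 451 of 21248, 2.12%; Fisher's exact test, p = 0.00662) and changed in the same direction at both time points, but only *Arl6ip1* and *Il4ra* were called at both, and whether the changes of *Lrrc32*, *Mical2*, and *Rps15a* are alike stays open. *Atp2a1* and *Mylpf* were called at ZT20 only. The difference between the ZT20 and ZT8 effects did not pass for either (log2 2.63, SE 1.15, and 2.32, SE 0.98, from edgeR). Whether the changes of these 2 genes are alike therefore stays open as well. No such excess was seen among the genes called between ZT20 and ZT8, which carry no difference of the allele (1 of 70, 1.43%; Fisher's exact test, p = 1). For the 7 genes as a whole, flanking DNA and an effect of the loss of *Bmal1* cannot be told apart, because all *ChAT-BKO* mice carry the floxed allele on both chromosomes and the counts hold no sequence.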

How the results depend on the processing

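Of the alternatives in this part, the transcript length slope as a covariate was chosen only after the result was seen. Genes called upregulated and downregulated numbered 28 and 12 at ZT8 and 41 and 9 at ZT20, with 25 called at both time points and 6 (ZT8) and 7 (ZT20) of the upregulated genes also upregulated in sALS. DESeq2 gave 48 and 22 at ZT8, 78 upregulated at ZT20, 39 at both, and 12 shared with sALS at ZT20. An adjusted p under 0.01 gave 11 and 7 at ZT8, 20 and 5 at ZT20, 16 at both, and 2 shared with sALS at ZT8, fewer because the limit is stricter. The length covariate gave 118 and 57 at ZT8, 121 and 46 at ZT20, 76 at both, 19 (ZT8) and 16 (ZT20) shared with sALS, 1 alternatively spliced gene called at ZT8, and 1 gene for the difference of effects. For DESeq2 and the covariate, the cause was not tested. With DESeq2's size factors in edgeR, no filter, filterByExpr, limma voom, all 24 libraries in the fit, and the genes near *Bmal1* left out, these counts stayed within 1.5 times, from 24 to 35 and 11 to 15 at ZT8 and from 35 to 51 and 7 to 13 at ZT20. Of the 40 genes called at ZT8, 36 (filterByExpr) to 40 (no filter) were called again under DESeq2 and the alternatives that kept the threshold and all libraries, and of the 50 at ZT20, 39 (all 24 libraries) to 50 (no filter).

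With each library left out in turn, the counts ran from 12 to 31 and 7 to 12 at ZT8 and from 23 to 57 and 6 to 12 at ZT20, and 19 to 36 of the 40 and 28 to 50 of the 50 genes were called again. They fell by more than 1.5 times without the libraries named where these counts are first given. Fewer calls are in part a matter of fewer samples, and beyond this the cause was not tested.

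Replicate numbers pair the groups only as labels. Across 8740 genes, 16 of the 36 pairs of libraries with the same number had a correlation of residuals over 0.1, in a range from -0.631 to 0.695, so the number was not taken to pair samples. Replicate number as a block gave 47 and 22 called genes at ZT8, with 40 of the 40 called again, and counts within 1.5 times at ZT20 (51 and 10), and the cause was not tested.

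Between ZT20 and ZT8, controls had 21 genes higher and 4 lower at ZT20 and *ChAT-BKO* neurons 50 and 12. In controls, DESeq2 gave 73 and 54, the block by replicate number 62 and 24, the length covariate 191 and 149, an adjusted p under 0.01 gave 7 and 1, and genes lower numbered 7 with filterByExpr and 8 with limma voom. With 1 library left out, control counts ran as low as 9 higher (without replicate 3 or 6 at ZT20) and 1 lower (without replicate 1 at ZT20). The other values were 10, 12, and 13 higher without replicate 1, 4, and 6 at ZT8 and 11, 10, and 12 without replicate 1, 2, and 4 at ZT20, and 2 lower without replicate 1 or 4 at ZT8 or replicate 2, 3, 4, or 6 at ZT20. In *ChAT-BKO* neurons, DESeq2 gave 140 and 85, the length covariate 294 and 202, all 24 libraries in the fit 104 and 36, an adjusted p under 0.01 gave 19 and 5, and filterByExpr 21 lower. Without replicate 1, 3, or 5 at ZT8, 25, 30, and 28 were higher, and without replicate 3 or 6 at ZT8, 7 were lower, with at most 14 lower without replicate 4 at ZT20. Apart from the stricter limit and the fewer samples, the cause was not tested.

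With limma's camera test at its preset correlation (two-sided p, over genes), the 20 skeletal muscle genes at ZT8 (p = 0.298, lower) ranged from 4.56e-06 without *ChAT-BKO* replicate 4 to 0.931 without *ChAT-BKO* replicate 3, where the direction reversed, as it did without control replicate 2 (p = 0.898), and passed also without control replicate 1 (p = 0.0362). The preset correlation takes these genes as almost independent, although they rise and fall together across libraries, and with an estimated correlation and all libraries camera gave p = 0.753, so that no change of the list at ZT8 is read from these values. At ZT20 this list remained higher by camera with the preset correlation with any 1 library left out, with the block by replicate number (p = 1.03e-15), and with filterByExpr, which left 13 of its genes (p = 5.36e-09). The downregulated sALS genes at ZT8 (camera with the preset correlation, p = 0.831, higher, and 0.102 without control replicate 5 to 0.893 without *ChAT-BKO* replicate 2) reversed without *ChAT-BKO* replicate 5 (p = 0.324) or 6 (p = 0.757) or control replicate 1 (p = 0.839), 2 (p = 0.335), or 3 (p = 0.789). At ZT20 their shift (p = 0.00442, and 0.00135 without control replicate 1) failed with fry (p = 0.491), with an estimated correlation in camera (p = 0.347), without control replicate 2 (p = 0.0543), and without *ChAT-BKO* replicate 3 (p = 0.170). The 70 genes of Table S1C at ZT8 (camera with the preset correlation, p = 0.715, lower, and 0.281 without control replicate 5) reversed with fry (p = 0.988), without *ChAT-BKO* replicate 2 (camera, p = 0.968), and without control replicate 3 (camera, p = 0.983), and at ZT20 camera passed without *ChAT-BKO* replicate 5 alone (p = 0.0398, and up to 0.559 without *ChAT-BKO* replicate 1). The median log2 ratio of cholinergic markers to the input was 2.81 with TMM over all 25 columns, against 2.37. For all of these the cause was not tested.

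Of 96 results for single genes (44 at ZT8 and 52 at ZT20), those with the same direction and side of the threshold numbered 74 with DESeq2 (21 more passed), 95 with DESeq2's size factors in edgeR, 94 with no filter (2 more passed), 85 with filterByExpr (3 more passed and 1 failed, and some had too few counts for a value), 89 with the block by replicate number (6 more passed), 86 with limma voom (3 more passed and 6 failed), and 81 with all 24 libraries (9 more passed and 5 failed). Changes of sign were seen in genes that were not called. *Tpm2* at ZT8 reversed with the block (log2 -0.000114), *Oaz2* at ZT8 (0.0021) and *Hnrnpa2b1* at ZT20 (0.0119) with the length covariate, and *Rps13* at ZT20 with its copies summed (-0.10). *Grina* at ZT20 reversed with DESeq2 (0.0023), DESeq2's size factors (0.0025), filterByExpr (0.0046), limma voom (0.0014), and all 24 libraries (0.0046). With single libraries left out, the log2 fold change at ZT8 ran from -0.0234 to 0.0810 for *Hnrnpa2b1*, -0.122 to 0.0496 for *Atxn2*, -0.0647 to 0.0142 for *Grin1*, -0.73 to 0.80 for *Tpm2*, -0.0686 to 0.0199 for *Sarm1*, -0.0208 to 0.0792 for *Mrpl48*, and -0.0830 to 0.0179 for *Oaz2*, and at ZT20 from -0.0825 to 0.0105 for *Hnrnpa2b1*, -0.0132 to 0.0151 for *Grina*, -0.0042 to 0.113 for *Grin2b*, and -0.0647 to 0.139 for *Rps13*. For these the cause was not tested.

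Depth limits what low transcripts can show. In the shallowest library 3 counts make 0.743 CPM, above the mean of *Rps15a-ps6* in *ChAT-BKO* neurons at ZT8 (0.270 CPM), and filterByExpr left 9 of the 20 skeletal muscle genes at ZT8.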

Differences from the paper's values

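The paper gives 48 upregulated genes at ZT8, against 28 here with edgeR. Among the alternatives set before the data were examined, DESeq2 (48), the block by replicate number (47), limma voom (33), and all 24 libraries in the fit (35) came within 1.5 times of the paper's count, and DESeq2's size factors in edgeR (26), no filter (31), and filterByExpr (29) did not. The paper gives 21 downregulated genes at ZT8, against 12 here, where DESeq2 (22), the block (22), and all 24 libraries (15) came within that limit, and DESeq2's size factors (12), no filter (13), filterByExpr (11), and limma voom (11) did not. The paper gives 74 upregulated genes at ZT20, against 41 here, where DESeq2 (78), no filter (51), and the block (51) came within that limit, and DESeq2's size factors (41), filterByExpr (38), limma voom (35), and all 24 libraries (48) did not. Table S3 of the paper shares 38 genes between the time points, against 25 here, where DESeq2 (39), no filter (28), the block (32), limma voom (27), and all 24 libraries (37) came within that limit, and DESeq2's size factors (24) and filterByExpr (24) did not. The paper's tables share 12 genes upregulated in *ChAT-BKO* neurons at ZT20 and in sALS, against 7 here, where DESeq2 (12), no filter (9), the block (10), and all 24 libraries (8) came within that limit, and DESeq2's size factors (7), filterByExpr (7), and limma voom (7) did not. DESeq2 is the tool that the paper's methods name.

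The paper's log2 fold change of *Rps13-ps1* at ZT8 is -5.02, against -5.69 here, where DESeq2 gave -5.02 and DESeq2's size factors in edgeR (-5.70), no filter (-5.70), filterByExpr (-5.69), the block (-5.75), limma voom (-7.55), and all 24 libraries (-5.70) stayed outside its error. The paper states a depth of at least 30 M reads per library, whereas the lowest total was 4.04 M counts on genes, which is another unit, and no alternative bears on it.

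Of the genes of the paper's Table S3, edgeR called 38 of 69 at ZT8 and 45 of 86 at ZT20, and all had the paper's direction. DESeq2 called 69 of 69 and 86 of 86, and beside them *Arntl* at ZT8 and *Actn3*, *Arntl*, *Btbd11*, *Ly6e*, and *Tcap* at ZT20, which are not in Table S3. The other alternatives called 36 and 45 (DESeq2's size factors in edgeR), 42 and 50 (no filter), 39 and 44 (filterByExpr), 55 and 46 (the block by replicate number), 42 and 41 (limma voom), and 47 and 57 (all 24 libraries). The length covariate, which was chosen after seeing the values, called 69 and 72 and so dropped 14 of the paper's genes at ZT20. Of the genes called here with edgeR, *Arntl* and *Gm48551* at ZT8 and *Acta1*, *Arntl*, *Rps15a-ps5*, *Tnnc2*, and *Tnnt3* at ZT20 are not in Table S3.

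The paper reports *Grin2c* as upregulated at ZT20, where edgeR gave adjusted p = 0.156 and DESeq2 0.0420. Of the sALS genes that the paper names as upregulated in *ChAT-BKO* neurons, edgeR did not call *Pla2g7* at ZT20 (adjusted p = 0.0808; DESeq2 0.00229), *Col4a2* at ZT20 (0.0747; DESeq2 0.00837, no filter 0.0379, block 0.0245, all 24 libraries 0.0465), *Palld* at ZT8 (0.0670; DESeq2 0.00738, block 0.0375, all 24 libraries 0.0280), or *Elovl7* at ZT8 (0.150; DESeq2 0.0368, all 24 libraries 0.0217). Of the circadian genes of Table S3C, edgeR did not call *Hlf* at ZT20 (adjusted p = 0.127; DESeq2 0.0227, all 24 libraries 0.0384) or *Nr1d1* at ZT20 (0.140; DESeq2 0.0321, block 0.0185, all 24 libraries 0.0404). Of the genes that Fig. 3E shows at ZT8, edgeR did not call *Mapk13* (adjusted p = 0.0650; DESeq2 0.0154, filterByExpr 0.0455, block 0.0419, limma voom 0.0493), *Serpinh1* (0.0515; DESeq2 0.0187, filterByExpr 0.0325), *Rgs4* (0.124; DESeq2 0.0226, block 0.00506), *Prkcd* (0.186; DESeq2 0.0200, all 24 libraries 0.0205), or *Rnd1* (0.163; DESeq2 0.0187). Of the genes shown at ZT20 in Fig. 3E and Fig. 3F, edgeR did not call *Npnt* (adjusted p = 0.0665; DESeq2 0.0203, filterByExpr 0.0469, all 24 libraries 0.0358), *Asb2* (0.0774; DESeq2 0.00734, all 24 libraries 0.0401), *Pgam2* (0.0952; DESeq2 0.0265), *Chrnb4* (0.123; DESeq2 0.0403, all 24 libraries 0.0378), *Adamts4* (0.162; DESeq2 0.0391), *Fhdc1* (0.131; DESeq2 0.0322), or *Cpne6* (0.595; DESeq2 0.0150). Of the pseudogenes of Table S3, edgeR did not call *Mrpl48-ps* (adjusted p = 0.0842; DESeq2 0.00542, no filter 0.0415, block 9.24e-04, limma voom 0.0169) or *Oaz2-ps* (0.202; DESeq2 0.0401) at ZT8. The length covariate, chosen after seeing the values, also called the genes of this paragraph except *Grin2c*, *Npnt*, *Pgam2*, *Chrnb4*, *Adamts4*, *Fhdc1*, and *Cpne6*. The directions of all these genes were those of the paper.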

Other observations

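The tests of gene length, the splits with the length covariate, and the use of the summed pseudogene counts as a test of reads shared between copies were chosen only after the result was seen, whereas the sums themselves and the other splits of the libraries were planned. In 100 splits of the 12 ZT8 libraries into groups of 6, 2 gave as many called genes as the 40 of the real split, the real one included, and in 100 splits at ZT20 the real one alone (1 of 100) reached 50, so that chance can be excluded for both at this level. The median of the other splits was 0 at both time points, and the largest count at ZT20 was 5. For the difference of the *ChAT-BKO* effect between ZT20 and ZT8, where 0 genes were called, any split gives as many (20 of 20), so that the splits test nothing there. With the length slope as a covariate, the real split was alone in reaching 175 calls at ZT8 and 167 at ZT20 (1 of 40 splits each), with at most 34 and 9 in the others.

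The other split of the ZT8 libraries with more calls than the real one gave 3710. It set control replicates 1, 2, and 3 and *ChAT-BKO* replicates 1, 3, and 4 (length slopes from -0.0978 to -0.0291) against control replicates 4, 5, and 6 and *ChAT-BKO* replicates 2, 5, and 6 (from 0.0063 to 0.155). Gene length bias between libraries is a candidate explanation, since the log2 difference of that split followed transcript length across 8571 genes (Spearman's rho = -0.54), and the first principal component of the libraries (55.3% of the variance at ZT8 and 47.4% at ZT20) followed the length slope with an absolute correlation of 0.991 and 0.997. The slopes did not differ between *ChAT-BKO* and control libraries (exact permutation test, two-sided p = 0.825 at ZT8 and 0.524 at ZT20). The *ChAT-BKO* log2 fold changes had a Spearman's rho with transcript length of 0.118 at ZT8 and 0.360 at ZT20. As the whole cause of the calls between *ChAT-BKO* neurons and controls, length bias is excluded, because 90 of 90 calls (40 at ZT8 and 50 at ZT20) were still called with the slope as a covariate. What differed between the libraries, such as RNA quality or library preparation, was not tested, and no batch is given that follows the slope. The covariate added 104 genes at ZT8 and 90 at ZT20 that neither Table S3 nor edgeR without it called. No biological explanation was tested for the slope.

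The processed copies of *Rps13* changed in opposite directions and those of *Rps15a* fell, as given with the called genes. In addition, *Rps15a-ps6* changed by log2 -2.02 at ZT8 (adjusted p = 0.0432 from edgeR; called only with all libraries or without control replicate 5 or 6, and otherwise at adjusted p from 0.0727 without *ChAT-BKO* replicate 5 to 0.155 without control replicate 2) and by -1.32 at ZT20 (adjusted p = 0.702). At ZT20 *Rps15a-ps5* was listed at 0 in 6 of 6 *ChAT-BKO* libraries (adjusted p = 0.0234, and not called without *ChAT-BKO* replicate 1 or control replicate 1, 3, 4, or 5, with up to 0.0744). *Mrpl48-ps* changed by -1.73 at ZT8 and -1.57 at ZT20 (adjusted p = 0.127), and *Oaz2-ps* by -1.96 and -1.79 (adjusted p = 0.378). Of the 10 pseudogenes and parent genes, 5 were called at ZT8 and 3 at ZT20 (7 and 7 adjusted over the list alone). Reads of the parent gene near *Bmal1* that were assigned to other copies may account for the copies of *Rps13* and *Rps15a*. No sum of a parent gene with its copies was called, and the largest change of a sum was log2 0.20, for *Rps15a* at ZT8. The sums decide little, because a parent gene by itself was not always called either. This was so for *Rps13* at ZT8 (log2 0.17 from DESeq2, against 0.01 summed, SE 0.11) and for *Rps15a* at ZT20 (0.22 from edgeR). A variant of the donor strain in the parent gene would move its reads to other copies, but no sequence was available, and a change in the copies themselves stays open.

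*Sprr1a*, from a list of 6 axon injury genes, rose from 1.01 ± 0.378 CPM in controls to 4.80 ± 2.11 CPM in *ChAT-BKO* neurons at ZT20 (log2 fold change 2.19, SE 0.28, adjusted p = 3.26e-04 from edgeR), with 6 of 6 *ChAT-BKO* libraries above all controls, and was called with any library left out. It was 1 of 6 genes of the list called at ZT20 (2 adjusted over the list alone), and 0 were called at ZT8 (2 at an unadjusted p under 0.05, and 0 by DESeq2 or limma voom), where *Sprr1a* changed by -1.14 (adjusted p = 1). The difference between the time points was log2 3.34 (SE 0.69) and did not pass (adjusted p = 0.864 from edgeR), but did with the length covariate (3.33, SE 0.55, adjusted p = 0.0129), which was the only alternative with a call for this difference. The paper does not discuss this gene.

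Markers of cell types were summarised by list, and edgeR called 0 of them at either time point, as did DESeq2 and limma voom. The median log2 fold change at ZT8 and ZT20 was -0.05 and 0.04 for cholinergic neurons, 0.13 and -0.01 for oligodendrocytes, -0.02 and 0.06 for astrocytes, 0.09 and -0.01 for microglia, -0.00 and -0.04 for endothelial and vascular cells, 0.22 and -0.02 for fibroblasts and meninges, 0.03 and -0.06 for excitatory neurons, 0.11 and -0.05 for inhibitory neurons, and -0.03 and 0.12 for the 4 of 5 sex-specific genes that were tested. An unadjusted p under 0.05 was seen for 1 fibroblast and meninges marker at ZT20 and 1 excitatory neuron marker at ZT8, and for 0 of the others. Adjusted over the list alone, 1 fibroblast and meninges marker passed at ZT20. Of the 13 alternatively spliced genes named in the text, 12 were tested for expression and 0 were called at either time point by edgeR, DESeq2, or limma voom, with 0 at an unadjusted p under 0.05.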
